# Comprehensive epigenetic analyses reveal master regulators driving lung metastasis of breast cancer

**DOI:** 10.1111/jcmm.14424

**Published:** 2019-06-19

**Authors:** Kening Li, Congling Xu, Yuxin Du, Muhammad Junaid, Aman‐Chandra Kaushik, Dong‐Qing Wei

**Keywords:** breast cancer, epigenetics, histone modifications, lung metastasis, regulators

## Abstract

The lung metastasis of breast cancer involves complicated regulatory changes driven by chromatin remodelling. However, the epigenetic reprogramming and regulatory mechanisms in lung metastasis of breast cancer remain unclear. Here, we generated and analysed genome‐wide profiles of multiple histone modifications (H3K4me3, H3K27ac, H3K27me3, H3K4me1 and H3K9me3), as well as transcriptome data in lung‐metastatic and non‐lung‐metastatic breast cancer cells. Our results showed that the expression changes were correlated with the enrichment of specific histone modifications in promoters and enhancers. Promoter and enhancer reprogramming regulated gene expression in a synergetic way, and involved in multiple important biological processes and pathways. In addition, lots of gained super‐enhancers were identified in lung‐metastatic cells. We also identified master regulators driving differential gene expression during lung metastasis of breast cancer. We found that the cooperations between regulators were much closer in lung‐metastatic cells. Moreover, regulators such as TFAP2C, GTF2I and LMO4 were found to have potential prognostic value for lung metastasis free (LMF) survival of breast cancer. Functional studies motivated by our data analyses uncovered an important role of LMO4 in regulating metastasis. This study provided comprehensive insights into regulatory mechanisms, as well as potential prognostic markers for lung metastasis of breast cancer.

## 1 INTRODUCTION

With increasing incidence and mortality, breast cancer is one of the most common malignancy and the leading cause of death for women worldwide.^1^ Despite the improvement made by chemotherapy, radiotherapy and targeted therapy in recent years, the treatment outcome remain unsatisfactory for breast cancer with distant metastasis. Notably, triple negative breast cancer (TNBC), characterized by high malignant degree, high incidence of metastasis and poor prognosis, has no effective treatment currently because of an absence of therapeutic targets.^2^ Therefore, understanding the transcription regulatory programs of TNBC distant metastasis holds important implications for the identification of novel therapy and prognosis targets.

Lines of evidence have suggested that abnormal epigenetic alterations could perturb the transcription regulatory program during cancer development and metastasis.^3^ A major component of epigenetic regulation is histone modification that affects the accessibility of cis‐elements, thus influences the recruitment of transcriptional regulators.^4^ For example, histone methylation induced by histone methyltransferase SMYD3 was required for the MRTF‐A‐mediated transactivation of MYL9 via promoter binding, and promoted migration of breast cancer cells.^5^ In addition, enhancers defined by H3K27ac and H3K4me1 reprogramming were also found to have effects on promoting cancer metastasis.^3^ Moreover, computational analysis of global histone modification profiles could provide a complete picture of chromatin structure in specific cells, and facilitate the prediction of active cis‐elements and transcription regulatory network. For instance, specific networks of transcription factors (TFs) in different human monocyte subsets were identified by the integration of genome‐wide histone modification data and gene expression data.^6^ Also, using global epigenetic data, tissue‐specific regulatory circuits were predicted by computationally linking TFs to promoters and enhancers.^7^ In addition, novel drivers of hepatocellular carcinoma were recently identified by integrating epigenetic marks with transcription data.^8^ Although many previous studies had explored the whole‐genome histone modification profiles of non‐metastatic breast cancer subtype,^9^, ^10^ the comprehensive analyses of epigenome in metastatic breast cancer cells were barely reported. Most current studies about breast cancer metastasis focused on the epigenetic alteration of single gene,^11^, ^12^ the holistic epigenome perturbation still remains unclear.

MDA‐MB‐231 and LM2‐4175 cell lines are the major model for analysing lung metastasis of TNBC.^13^ LM2‐4175 cell line was originally isolated from MDA‐MB‐231. However, compared with MDA‐MB‐231, LM2‐4175 showed more aggressive characteristics in invasion, migration and metastasis. In addition, LM2‐4175 specifically metastasizes to lung. Signature of lung metastasis was identified using transcription data of MDA‐MB‐231 and LM2‐4175.^13^ However, the changes of chromatin structure of whole genome and the specific regulatory network during lung metastasis of breast cancer were still poorly understood. In addition, given the fact that drugs targeting epigenetic factors hold vast potential in therapy of metastatic cancer,^14^, ^15^ the genome‐scale epigenetic analysis will provide data and theoretical support for these therapeutic strategies.

In this study, we analysed the chromatin remodelling and transcriptional changes during lung metastasis of breast cancer by integrating ChIP‐Seq data of multiple histone modifications and RNA‐Seq data. Genome‐scale cis‐elements and master regulators were identified in lung‐metastatic cells. We found that multiple biological processes and pathways were reprogrammed by chromatin remodelling in lung metastasis of breast cancer. Our study provided a comprehensive insight into the whole cistrome in the lung‐metastatic breast cancer cells, as well as data resource for the development of therapeutic strategies based on epigenetics.

## 2 MATERIALS AND METHODS

### 2.1 Cell culture

Both MDA‐MB‐231 and LM2‐4175 cell lines were obtained from ATCC and cultured in DMEM (Thermo Fisher Scientific) supplemented with 10% FBS (Gibco) at 37°C and 5% CO_2_ in a humidified incubator.

### 2.2 ChIP‐Seq

For chromatin immunoprecipitation, MDA‐MB‐231 and LM2‐4175 cells were harvested and performed by ChIP‐IT High Sensitivity kit (Active Motif) according to manufacturer's instructions. Briefly, the cross‐linked chromatin was sonicated into a size of 200‐500 bp fragments. The sheared chromatin was immunoprecipitated using antibodies (Table S1). All of the ChIP‐Seq reads were mapped to the unmasked human reference genome (hg19) using Bowtie 2.0^16^ with default parameters. Only uniquely mapped reads were retained. ChIP‐Seq peak calling was performed using MACS v2.0.10 software,^17^ with“‐broad option”. Regions with *q* < 0.01 were identified as peaks. For each cell line, the inputs were used as control data. The nearest RefSeq gene was assigned to each peak.

### 2.3 RNA‐Seq

Total RNA of MDA‐MB‐231 and LM2‐4175 were extracted using RNeasy Mini Kit (Qiagen) according to manufacturer's instructions, and quantified using the Qubit 2.0 fluorometer (Thermo Fisher Scientific). Approximately 10 μg was used for library preparation with TruSeq sample Prep Kit V2 (Illumina). RNA‐Seq libraries were sequenced using an Illumina HiSeq 2500 with paired‐end reads of 150 bases. Reads were mapped to the human reference genome (hg19) by tophat 2.0^18^ with default parameters. Cufflinks^19^, ^20^ was applied to quantify FPKM (Fragments Per Kilobase per Million) values of RefSeq genes using annotation of GENCODE v19.^21^ Also, the differentially expressed genes (DEGs) between different cell lines were identified by cuffdiff. Genes with at least 1.5‐fold change (FC) and *q* < 0.05 were kept.

### 2.4 Bioinformatic analyses

#### 2.4.1 Average density profile of histone marks

The average tag density of histone modifications around transcription start site (TSS) ±3 kb of genes with different expression levels was calculated and showed. 

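For the ranking of genes by expression, the values that the authors deposited as FPKM (fragments per kilobase of transcript, scaled to the number of mapped fragments) were sorted within each cell line. The table held 57815 genes with 1 value per gene and cell line, in which the authors had combined the libraries, so the limits of the groups carry no replicate error. After leaving out 8 genes whose status was other than OK, each of the 10 groups held 5780 or 5781 genes. In MDA-MB-231, the genes of group 1 had at least 16.5 FPKM with a median of 40.3 FPKM, and group 2 reached down to 1.77 FPKM. In the lung-metastatic cell line, named LM2 in the table, group 1 started at 15.9 FPKM with a median of 37.4 FPKM, and group 2 ended at 1.91 FPKM. Groups 6 to 10 of both cell lines were made only of genes listed at 0, and the median of group 5 was also 0. Group 1 of the cell lines had 5291 of its 5781 genes in common (91.5%). When only the genes above 0 were ranked, group 1 started at 48.4 FPKM in MDA-MB-231 and at 42.4 FPKM in LM2.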

Briefly, in each cell line, all genes were categorized into 10 groups by ranking their expression values. Genes in group 1 had a top 10% expression level of the whole transcriptome, and so on. The TSS ±3 kb region of each gene was split into 200 bins, and tag density (tags per Kilobase per Million) in each bin was calculated. We averaged the tag density of each group and plotted the profile using R scripts.

#### 2.4.2 Identification and analysis of promoter state

In each cell line, we defined TSS ±2 kb as promoters, and identified the state of each promoter according to the dominant histone modification on it. Promoters dominantly modified by H3K4me3 and H3K27ac were identified as active promoters. Repressive promoters were defined by enrichment of H3K27me3. In addition, promoters enriched by both active markers (H3K4me3 or H3K27ac) and repressive marker (H3K27me3) were considered to be poised. Promoters without any histone modification enrichment were classed as 'None' state. The detailed thresholds were listed in Figure S3A.

#### 2.4.3 Identification and analysis of enhancer and super enhancer

The active distal enhancers of MDA‐MB‐231 and LM2‐4175 were identified by H3K27ac peaks located at least 2000 bp away from TSS. The gained and lost enhancers in LM2‐4175 were identified using the ‘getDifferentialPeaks’ script in HOMER software.^22^ Enhancers showing at least fourfold tag count differences between two cell types and *P* < 0.0001 were considered to be differential. In addition, we identified super‐enhancers, which were regions comprising multiple enhancers and collectively bound by an array of transcription factors. Super‐enhancers were identified using Rank Ordering of Super‐enhancers algorithm (ROSE).^23^ Briefly, H3K27ac peaks within 12.5 kb were stitched together as candidate super‐regions. Then, we ranked all the stitched regions by increasing read counts. Super‐enhancers were defined as the sites whose signals were higher than the inflection point of curve.

#### 2.4.4 Functional enrichment

The Gene Ontology (GO) 24, 25 and Kyoto Encyclopaedia of Genes and Genomes (KEGG) 26 enrichment analysis was conducted by DAVID.^27^, ^28^ Terms with Benjamini‐Hochberg correction (FDR ≤ 0.05) were kept.

#### 2.4.5 Analysis of clinical data

We combined clinical data of 404 samples from three independent public datasets, including GSE2034,^29^ GSE2603^13^ and GSE5327.^30^ Both ER+ (240 samples) and ER‐ (164 samples) patients were included. There were 68 patients with lung metastasis among them. Others patients were without any metastasis. Using nonnegative matrix factorization (NMF) method, these samples were unsupervised‐clustered by the expression values of DEGs between MDA‐MB‐231 and LM2‐4175. The clinical information of matched patients was also downloaded. In survival analysis, samples with expression values greater than average were classed as high‐expressed group, and samples with expression values less than average were classed as low‐expressed group. The lung metastasis free (LMF) survival of low‐ and high‐expressed groups was compared. Kaplan‐Meier estimator was applied to estimate the LMF survival for the two groups, and the differences were analysed using the log rank test. Survival analysis was conducted by R package ‘Survival’.

#### 2.4.6 Motif enrichment

We collected the position weight matrix (PWM) of 662 TFs from previous study,^7^ and scanned these known motifs in cell‐line‐specific active promoters and enhancers. The *P*‐value of motif scanning was calculated by ‘findMotifsGenome’ script in HOMER software.^22^ Using a relatively strict threshold, motifs with *P*‐value less than 10^−10^ in at least one dataset were presented. Only TFs which were differentially expressed were shown.

#### 2.4.7 Network analysis

Genes associated with promoters/enhancers which contained significant motifs of TFs were identified as potential targets. Then cell‐specific TF‐target networks were constructed using cytoscape 3.0.^31^ The network nodes represented TFs or target genes, and edges represented proximal or distal regulation. We disassembled the network into modules using MCODE tool.^32^ Jaccard index (JI) score was used to measure the co‐localizations of pairwise TFs.

#### 2.4.8 Analysis of enriched hallmarks of cancer

The GO terms and genes that associated with hallmarks of cancer were obtained in a previous study.^33^ In each hallmark, we measured the percentage of genes with the differential promoter, enhancer or expression in lung‐metastatic cells and showed it in a pie plot.

### 2.5 Functional validation of LMO4

Molecular experiments were performed to determine the function of LMO4. Details of quantitative real‐time PCR, Western analysis, RNA‐mediated interference and cell migration assay were described in Supplementary Methods and Table S2.

## 3 RESULTS

### 3.1 MDA‐MB‐231 and LM2‐4175 cell lines are suitable models for analyzing lung metastasis of breast cancer

In the attempt to assess the recapitulation of real process in lung metastasis by MDA‐MB‐231 and LM2‐4175 cell lines, it is necessary to analyse the genome‐scale transcription of these cell lines and measures the association of gene expression between cell lines and clinical patients.

Here, MCF‐7, MDA‐MB‐231 and LM2‐4175 cell lines were considered as research models for non‐metastasis, moderate‐metastasis and high‐metastasis‐to‐lung breast cancer, respectively. 

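MDA-MB-231 is a triple-negative breast cancer cell line, and the other cell line, written LM2 after the authors' deposited table, has the same origin and high metastasis to the lung. Total RNA of each cell line was sequenced in 2 libraries with paired reads of 150 bases. The paper's Table S3 gives 42999878 and 55501695 aligned read pairs for the MDA-MB-231 libraries and 52716411 and 54417675 for the LM2 libraries. The authors aligned the reads to hg19 with TopHat 2.0, quantified genes of the GENCODE 19 annotation with Cufflinks, and deposited for each gene and cell line 1 FPKM with a lower bound, an upper bound and a status. As the libraries of a cell line were combined in this value, no SD and no test between replicates was computed, and none of the differences between the cell lines has a replicate check. The paper's text does not state whether the bounds cover the spread between libraries. The FPKM of all genes summed to 632944 in MDA-MB-231 and to 598147 in LM2.
Changes were calculated as log2((FPKM + 1) in LM2 / (FPKM + 1) in MDA-MB-231), a scale that understates the change of low genes. A gene was called higher or lower in LM2 where its mean FPKM was at least 0.5, the change was at least 1.5-fold and the authors' bounds in the cell lines did not overlap. The filter on mean FPKM and status left 13911 genes. The upper bound of these genes lay above the FPKM by a median of 38.6% of its value in MDA-MB-231 and 38.1% in LM2. At a mean of 0.5 to 1 FPKM the distance was 97.4% in MDA-MB-231 and 90.4% in LM2, and above 100 FPKM it was 26.6% and 26.2%.
Across the 13911 genes, which are not independent replicates, log2(FPKM + 1) of the cell lines had a Pearson's r of 0.944 and a Spearman's rho of 0.943. Of these genes, 10837 (77.9%) changed by less than 1.5-fold. Without the filter on low values, r was 0.977 over 26635 genes. The MCF-7 libraries were not analysed here.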

Analysis of RNA‐Seq data showed that there was an enormous difference between MCF‐7 and MDA‐MB‐231/LM2‐4175 transcriptome (approximately 10 000 differentially expressed genes), whereas LM2‐4175 and MDA‐MB‐231 had relatively similar profiles of gene expression (Figure S1A‐C, Table S3), implying the high heterogeneity between ER+/PR+ breast cancer and TNBC.The differential expression pattern of TFs among different cell lines were shown in Figure S1D. We found that some TFs specifically expressed in ER+/PR+ cells, while some other TFs exclusively expressed in TNBC. Furthermore, compared with MDA‐MB‐231, there were 1441 up‐regulated genes and 1361 down‐regulated genes in LM2‐4175 (Figure S1A). Both protein‐coding and non‐coding genes were found to be differentially expressed in LM2‐4175. For example, transcription factor JUN, LMO4, NFKBIA, FOXA2, TFAP2C, MEF2A and POU2F2 were up‐regulated in LM2‐4175 (Figure S1E). Moreover, some long intergenic non‐coding RNA (lincRNA) such as LINC00973 (FC：1.80, *P*‐value: 0.016), SFTA1P (FC: 1.72, *P*‐value: 0.0019) were up‐regulated in LM2‐4175 (Figure S1F). 

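By bounds that did not overlap and a change of at least 1.5-fold, 649 genes were higher and 641 genes were lower in LM2, so 50.3% of the 1290 genes called were higher. Another 1784 genes changed by at least 1.5-fold with overlapping bounds. The fold without the bounds, an alternative chosen after the data were seen, gave 1434 higher and 1640 lower genes. The counts moved most when the fold alone was used without a pseudocount, also chosen after the data were seen, with 1969 higher and 2157 lower genes, and 7954 and 6140 without the filter too. Scaling the FPKM of both cell lines to the same sum, as TPM, shifted the split to 735 higher and 547 lower genes (57.3% higher). In simulated data with 191 changed genes among 13282 genes tested, the rule with the bounds recovered 52.4% of the changed genes and called 0.33% of the unchanged genes. The simulated spread was set from the authors' bounds, so the 0.33% does not cover a spread between libraries beyond them. Calls against a listed 0 with bounds of 0 were not simulated.
Among the genes called, the largest increases were in MIR1260B, CSF3, AC009234.2, SNORD116-24 and IL1B. CSF3 rose from 1.15 to 831.1 FPKM and IL1B from 1.425 to 819.1 FPKM. The other 3 are genes with exons of 89 to 92 bases that were listed at 0 in MDA-MB-231 and at 447.6, 372.1 and 339.2 FPKM in LM2. Their status was OK in both cell lines. Whether a 0 with this status can be a failed estimate was not tested, so no fold is given for these. All of the exon bases of MIR1260B and SNORD116-24 overlap another gene. The largest decreases among them were in MIR3661, IFI27, LRRC61, UCA1 and SNORA22. IFI27 fell from 100.9 to 1.65 FPKM, LRRC61 from 45.13 to 0.5751 FPKM and the lncRNA gene UCA1 from 40.67 to 0.593 FPKM. MIR3661 and SNORA22 were listed at 0 in LM2 and at 236.8 and 24.86 FPKM in MDA-MB-231, while another gene copy named SNORA22 (ENSG00000206603) was listed at 0 in MDA-MB-231 and at 4.214 FPKM in LM2. Exons of other genes overlap 96.9% of MIR3661, 29.7% of LRRC61 and 26.1% of UCA1. Because both cell lines have the same origin, the paper proposes that the genes which differ between them are associated with aggressive metastasis to the lung.

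**Figure D1:**
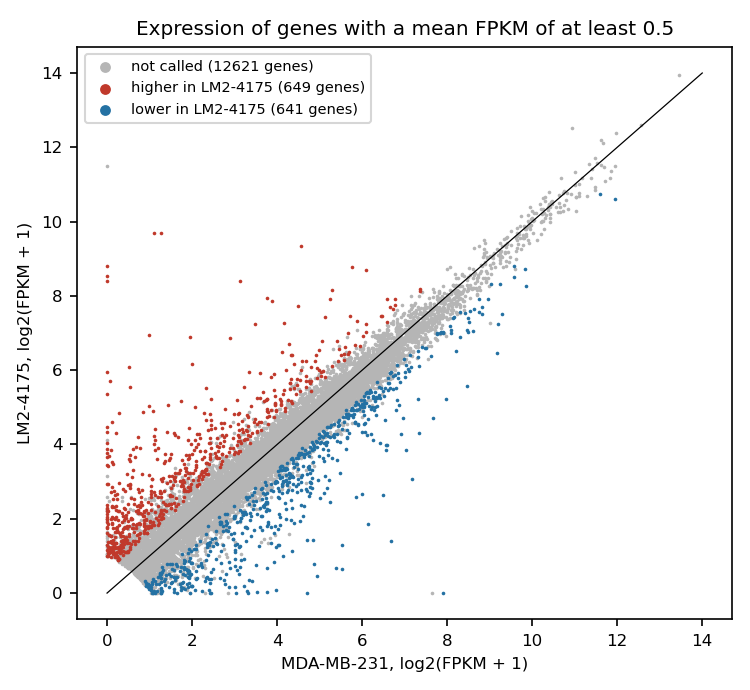
Each point is 1 of the 13911 genes with a mean FPKM of at least 0.5, with log2(FPKM + 1) in MDA-MB-231 on the x axis and in LM2 on the y axis. The 649 genes called higher and the 641 called lower are coloured, the line marks equal values, and most of the grey points lie along it.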

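The gene types were taken from the GENCODE 44 annotation on GRCh37, which did not hold 356 of the genes tested. Of 12082 protein-coding genes, 563 were called higher and 580 lower. Of the 1829 genes tested that were of another type or not in the annotation, 86 were called higher and 61 lower, among them 46 higher and 31 lower of 1043 lncRNA genes. The share called was 9.5% of the protein-coding genes and 7.4% of the lncRNA genes. Small nucleolar RNA genes were called far more often, with 8 higher and 4 lower of 26. Of 61 genes with exons under 200 bases in all, 21 were called higher and 8 lower. Some of these calls, such as MIR1260B, AC009234.2, SNORD116-24, MIR3661 and SNORA22, were made against a listed 0 whose bounds were also 0. Such bounds cannot overlap a lower bound above 0, so these calls do not separate a change from a failed estimate. How many of the calls rest on a listed 0 was not counted. The FPKM of such short genes changed by a median of 1.76 on the log2 scale in either direction, against 0.29 for longer genes at the same FPKM, although the authors' bounds were not wider.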

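All 7 of these genes had a higher FPKM in LM2, by ratios of 1.58 to 14.8, and 6 of them were called higher. POU2F2 (ENSG00000028277, chromosome 19 of GRCh37, 42590262 to 42700737, minus strand) rose most, from 2.345 FPKM (authors' bounds 1.036 to 3.655) to 34.69 FPKM (20.51 to 48.88), a log2 fold change of 3.42. TFAP2C (chromosome 20, 55204362 to 55214339) rose from 3.367 to 18.41 FPKM, with bounds of 2.333 to 4.4 and 13.99 to 22.83. FOXA2, also on chromosome 20 (22561636 to 22566093), went from 5.034 to 14.49 FPKM (log2 fold change 1.36). NFKBIA, which encodes an inhibitor of NF-kB, had 38.46 FPKM (29.29 to 47.64) in MDA-MB-231 and 68.5 FPKM (52.13 to 84.88) in LM2. JUN (chromosome 1, 59242517 to 59249720) changed by 0.65 on the log2 scale, and its bounds of 20.66 to 32.94 FPKM and 32.95 to 52.24 FPKM were barely apart. With a fold threshold of 2 in place of 1.5, JUN and NFKBIA were not called. LMO4 had 16.65 FPKM (11.66 to 21.65) in MDA-MB-231 and 26.26 FPKM (18.63 to 33.89) in LM2, a log2 fold change of 0.63. As these bounds overlap, the difference in LMO4 was not called.

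**Figure D2:**
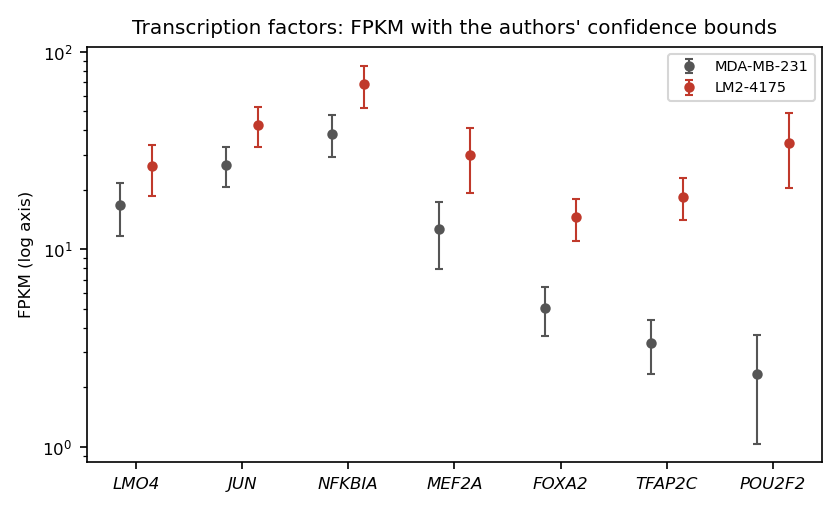
FPKM of the 7 genes in MDA-MB-231 and LM2 on a log axis, with the authors' lower and upper bounds as bars; each point is the authors' value for a cell line, without replicates. The bounds of LMO4 overlap and those of the other 6 genes do not.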

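LINC00973 (ENSG00000240476, chromosome 3 of GRCh37, 98699902 to 98701940, plus strand) had 19.26 FPKM in MDA-MB-231 (authors' bounds 12.35 to 26.18) and 33.27 FPKM in LM2 (21.68 to 44.85). The ratio of these values was 1.73 and the log2 fold change 0.76. SFTA1P (ENSG00000225383, chromosome 10, 10826400 to 10837010, minus strand) went from 43.22 FPKM (31.19 to 55.26) to 70.98 FPKM (52.22 to 89.73), a ratio of 1.64 and a log2 fold change of 0.70. Both changes were past 1.5-fold, but the bounds overlap for both genes, so neither was called. SFTA1P was called higher after quantile normalization and after conversion to TPM. No exon of another gene overlaps the exons of either lincRNA.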

Notably, SFTA1P, as a lincRNA that specifically expressed in lung, was found to increase in LM2‐4175 significantly.

Considering the same origin of MDA‐MB‐231 and LM2‐4175 cell lines, the DEGs between MDA‐MB‐231 and LM2‐4175 were reasonably speculated to be associated with specific aggressive metastasis to lung. Gene expression profiles of 404 clinical samples were used to verify the recapitulation of real process in lung metastasis by MDA‐MB‐231 and LM2‐4175. NMF clustering classified the patients into two groups based on the expression values of DEGs between MDA‐MB‐231 and LM2‐4175. We found that the expression of these regulated genes could not significantly distinguish the lung‐metastatic patients from the non‐lung‐metastatic ones in all breast cancer patients (Figure 1A, chi‐square test *P*‐value: 0.28). But the expression of these genes could significantly distinguish the lung‐metastatic patients from the non‐lung‐metastatic ones in 164 ER‐ clinical patients (Figure 1B, chi‐square test *P*‐value: 1.36E‐5). Thus, MDA‐MB‐231 and LM2‐4175 could mirror the transcriptional feature during lung metastasis. Moreover, the recapitulation was specific to ER‐ patients, providing a suitable model for analysing lung metastasis of TNBC.

**Figure 1:**
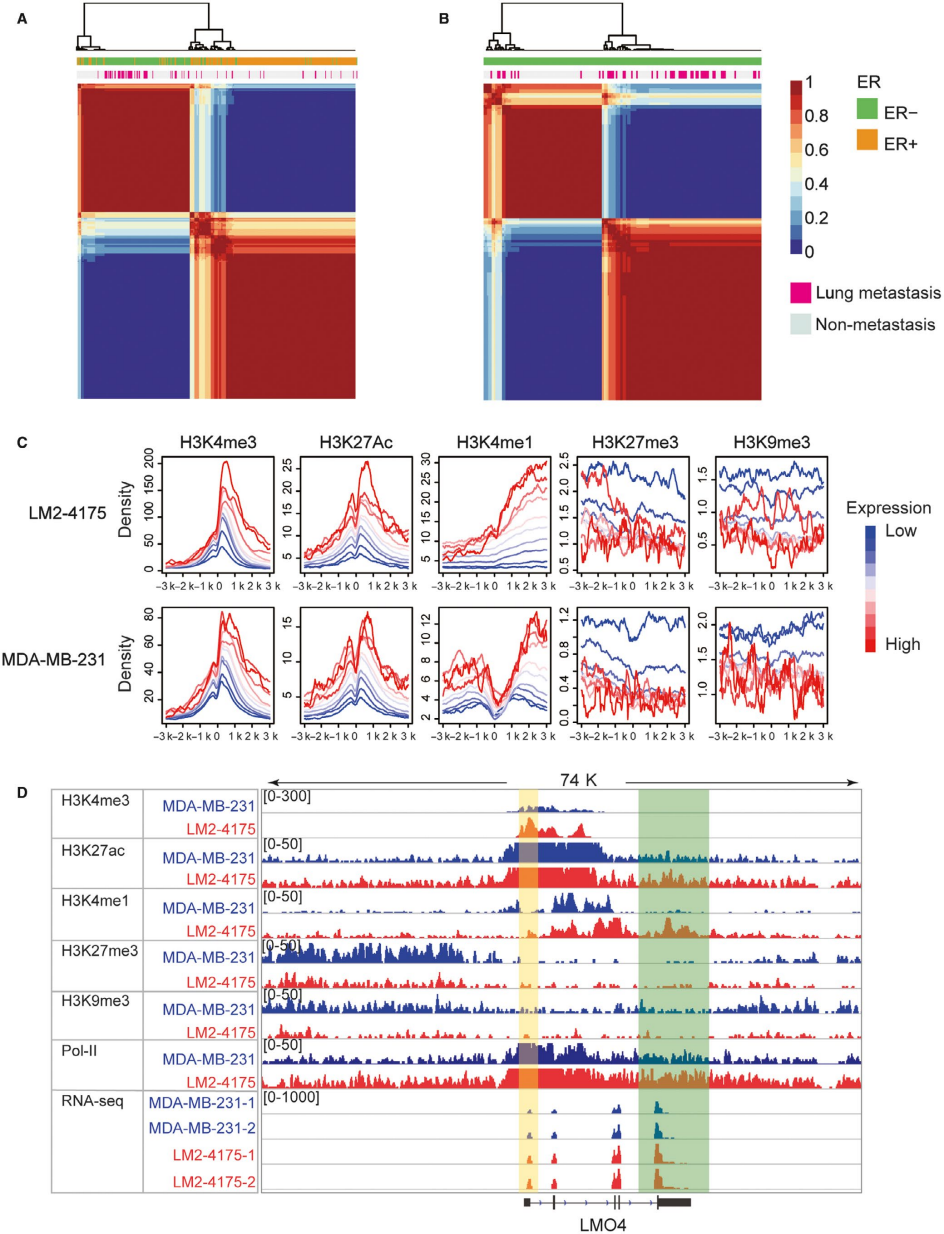
Integrated analysis of transcriptome and genome‐wide histone modification data. (A) Nonnegative matrix factorization (NMF) clustering for 404 breast cancer patients using expression values of differentially expressed genes between MDA‐MB‐231 and LM2‐4175. Both ER and metastasis state were shown by the annotation colour bar. (B) NMF clustering for 164 ER‐ breast cancer patients using expression value of differentially expressed genes between MDA‐MB‐231 and LM2‐4175. Both ER and metastasis state were shown by the annotation colour bar. (C) The average tag density profiles of multiple histone modifications around the TSSs clustered according to the expression values of their associated genes. Blue lines represented low expressed genes, and red lines represented high expressed genes.(D) Chromatin modification changes from MDA‐MB‐231 to LM2‐4175 around transcription factor LMO4. The region covered by yellow box represents promoter, and green box represents enhancer

### 3.2 Perturbation of chromatin landscape drives differential gene expression in lung metastatic cells

To investigate the global chromatin remodelling during lung metastasis of breast cancer, multiple histone modifications including H3K4me3, H3K27ac, H3K4me1, H3K27me3, H3K9me3 and Pol‐II were profiled using ChIP‐Seq assay in MDA‐MB‐231 and LM2‐4175 (Table S4).

We explored the correlation between gene expression and dynamic changes of chromatin at gene promoters. As shown in Figure 1C, it was evident that genes with higher expression value had more enrichment of H3K4me3, H3K27ac and H3K4me1, but less enrichment of H3K27me3 and H3K9me3 on their promoters; whereas genes with lower expression value had more enrichment of H3K27me3 and H3K9me3, but less enrichment of H3K4me3, H3K27ac and H3K4me1 on their promoters. These results indicated that gene expressions in both MDA‐MB‐231 and LM2‐4175 were closely associated with a series of histone modifications. We identified the differentially modified regions of each type of histone modification. Results showed that 69.3% (1941/2802) DEGs were associated with the histone modification changes (Table 1), indicating the important role of chromatin reprogramming in regulating gene expression in lung metastasis of breast cancer.

**Table 1:** The number of differentially modified regions and associated DEGs

Histone modifications	Differential peaks	Associated DEGs
H3K27ac	3862	157
H3K27me3	9105	143
H3K4me1	55285	811
H3K4me3	13172	1340
H3K9me3	6834	315
Pol	463	51
Total	88721	1941^a^

Abbreviation: DEGs, differentially expressed genes.

a The number of unique genes associated by at least one differentially modified histone modification.

In addition, the genome‐scale enrichment of these histone modifications was compared between MDA‐MB‐231 and LM2‐4175 cell lines. Results showed that the H3K4me3 enrichment around TSS was globally higher in LM2‐4175 than in MDA‐MB‐231 cells (Figure S2A), possibly because of the up‐regulation of histone methyltransferases (HMTs) SETD7 (Figure S2B, FC: 1.62, *P*‐value: 0.031), and the down‐regulation of histone lysine demethylases (KDMs) KDM2A (Figure S2C, FC: 0.62, *P*‐value: 0.025). Moreover, global H3K27ac enrichment showed a slight decrease in LM2‐4175 cell (Figure S2A). 

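SETD7 (ENSG00000145391, chromosome 4 of GRCh37, 140417095 to 140527853, minus strand) had 27.02 FPKM in MDA-MB-231 (authors' bounds 20.43 to 33.62) and 36.78 FPKM in LM2 (27.96 to 45.61), a ratio of 1.36 and a log2 fold change of 0.43. KDM2A (ENSG00000173120, chromosome 11, 66886734 to 67025553, plus strand) had 37.57 FPKM (27.23 to 47.9) in MDA-MB-231 and 26.65 FPKM (19.63 to 33.67) in LM2, a ratio of 0.709 and a log2 fold change of -0.48. An antisense gene overlaps 6.5% of the exon bases of KDM2A. Both changes went in the directions of Figure S2B and Figure S2C, were under 1.5-fold and had overlapping bounds, so neither gene was called.
Of 10 H3K4 methyltransferase genes with a mean FPKM of at least 0.5, 8 were higher in LM2 and none was called. Their median log2 fold change of 0.15 lay at the 89.25 percentile of 10000 random lists of the same size matched on mean expression. Of 12 entries for demethylase genes of H3K4 and H3K36, 5 were higher and 7 lower, with a median of -0.06 (percentile 45.66) and no call. As 2 entries, 1 higher and 1 lower, carry names of the same gene, RIOX1, the 12 entries stand for 11 genes, and the median was -0.06 or -0.05 with either left out. Because the list joins demethylases of both marks, its median does not speak for H3K4 alone. From the changes in SETD7 and KDM2A, the paper proposes a reason for the globally higher H3K4me3 around the TSSs of LM2.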

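KAT5, which encodes a histone acetyltransferase (ENSG00000172977, chromosome 11 of GRCh37, 65479467 to 65487075, plus strand), had 63.11 FPKM in MDA-MB-231 (authors' bounds 43.04 to 83.18) and 41.9 FPKM in LM2 (27.47 to 56.34). The ratio was 0.664 and the log2 fold change -0.58, and the gene was not called because the change was under 1.5-fold on the scale of FPKM + 1 and the bounds overlap. Exons of RNASEH2C on the opposite strand overlap 38.6% of the exon bases of KAT5. HDAC9, which encodes a histone deacetylase (ENSG00000048052, chromosome 7, 18126572 to 19042039, plus strand), rose from 12 FPKM (8.459 to 15.54) to 35.32 FPKM (26.01 to 44.62), a ratio of 2.94 and a log2 fold change of 1.48, and was called higher. It was the 1 gene called among 18 histone deacetylase genes tested, whose median log2 fold change was -0.09 (percentile 39.49 of the random lists matched on expression). Among 14 histone acetyltransferase genes, 10 were lower in LM2 and none was called, with a median of -0.17 (percentile 17.62).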

The histone acetyltransferases (HATs) KAT5 was also found to be down‐regulated (Figure S2D, FC: 0.64, *P*‐value: 0.046), and histone deacetylases (HDACs) HDAC9 was significantly upregulated (Figure S2E, FC: 3.09, *P*‐value: 0.00056). These global changes of histone modification as well as the corresponding enzymes implied that therapies targeted chromatin reprogramming had potential value for lung metastasis of breast cancer.

As illustrated in Figure 1D, LMO4, an up‐regulated TF, showed increased H3K4me3 enrichment of its promoter in LM2‐4175. Its upstream region had increased enrichment of Pol‐II, and obviously decreased enrichment of H3K27me3 and H3K9me3 in LM2‐4175. What is more, the downstream region of LMO4 significantly enriched by H3K4me1 and H3K27ac, both of which were enhancer markers, indicating that LMO4 gained a potential enhancer in lung‐metastatic cells. These results demonstrated that by enriching on different sites of genes, multiple histone modifications could remodel the gain/loss of active promoter and/or enhancer, and cooperatively affect gene expression during lung metastasis of breast cancer. Therefore, in the following sections, we provided a comprehensive epigenetic map and well‐analysed information for exploring potential mechanisms in the metastasis of breast cancer.

### 3.3 Identification of active promoters associated with lung metastasis of breast cancer

To analyse the chromatin reprogramming on promoters, four types of promoter states were identified, including 'Active', 'Repressive', 'Poised' and 'None'. Enrichment of H3K4me3, H3K27ac and H3K27me3 were used to define the promoter states of all genes (see Materials and Methods and Figure S3A). Compared with MDA‐MB‐231, thousands of promoters showed transformed states in LM2‐4175 (Figure S3B and Figure 2A). More than 3000 non‐active promoters in MDA‐MB‐231 were activated, but only 409 promoters turned to be repressive in LM2‐4175, suggesting that LM2‐4175 cells gained more accessible chromatin structure at promoters of a number of genes. Function enrichment analysis of these activated genes showed that many biological processes that essential for metastasis were enriched, such as regulation of cell migration, cell proliferation, angiogenesis, cell growth, regulation of cell communication and signal transduction (Table S5).

**Figure 2:**
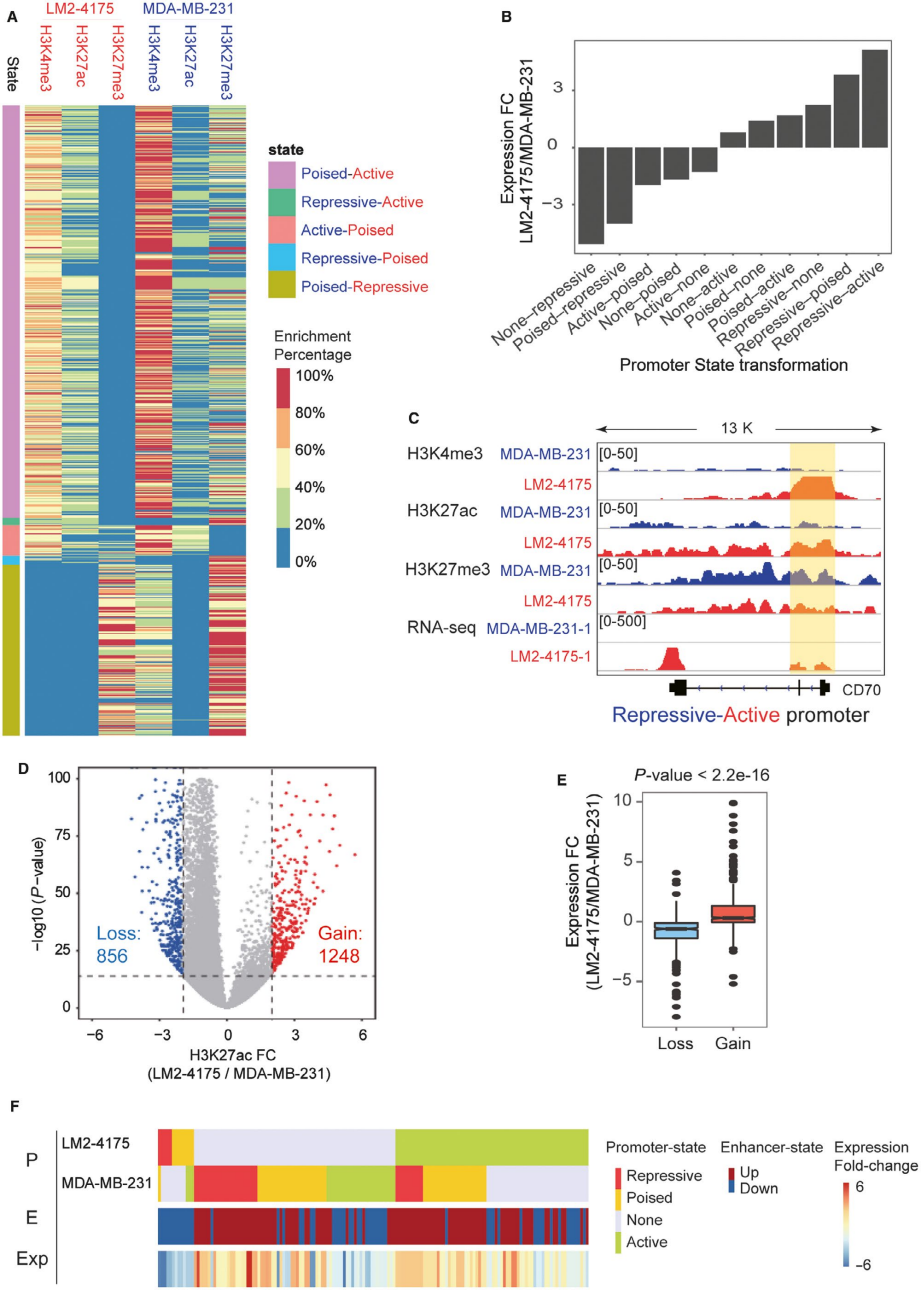
Promoter and enhancer reprogramming during lung metastasis of breast cancer. (A) Promoter state transformation from MDA‐MB‐231 to LM2‐4175 cells. The colour in heatmap represents the enrichment percentage of H3K4me3, H3K27ac and H3K27me3. Promoter state of LM2‐4175 was shown in red font, and promoter state of MDA‐MB‐231 was shown in blue font. (B) The average expression fold‐change in genes associated with the different type of promoter state transformation. The horizontal axis represents the promoter state of MDA‐MB‐231 and LM2‐4175, in which states of MDA‐MB‐231 are shown before the hyphen, and states of LM2‐4175 are shown after the hyphen. (C) Promoter state transformation of CD70. The region covered by yellow box represents promoter. The promoter of CD70 transformed from repressive state (in MDA‐MB‐231) to active state (in LM2‐4175). Both H4K4me3 and H3K27ac enrichment were increased, while H3K27me3 enrichment was decreased. CD70 expression was also up‐regulated. (D) Identification of gained and lost enhancers based on enrichment fold change (FC) of H3K27ac. (E) Expression FC of genes associated with gained and lost enhancers. (F) Differentially expressed genes associated with both promoter state transformation and enhancer reprogramming. P indicates promoter, E indicates enhancer, and Exp indicates expression. The first row in heatmap represents promoter states of LM2‐4175, the second row represents promoter states of MDA‐MB‐231, the third row represents enhancer changes and the fourth row represents expression FC

We next investigated the correlation between expression difference and changes of chromatin states at gene promoters. Notably, the gene expression FC were quite consistent with the transformation of promoter states, as genes with promoters converted from repressive state to active state showed the highest average FC (log2(FC)> 3), and genes with promoters converted from none state to repressive state showed the lowest average FC (log2(FC) <−3) (Figure 2B). Promoters of CD70, PHACTR1 and RASEF, which were repressive in MDA‐MB‐231, changed to be active in LM2‐4175 cells (Figure 2C and Figure S3C). CD70, as a member of tumour necrosis factor (TNF) ligand family, had been repeatedly reported to involve in tumour proliferation, invasion, metastasis and T cell immunity.^34^ Importantly, CD70 was considered as an emerging target in cancer immunotherapy.^35^ 

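The expression of CD70, PHACTR1 and RASEF was close to 0 in MDA-MB-231, and each was called higher in LM2. CD70 (ENSG00000125726, chromosome 19 of GRCh37, 6583194 to 6604114, minus strand) had 0.0359 FPKM in MDA-MB-231 with bounds of 0 to 0.1464 and 11.97 FPKM in LM2 with bounds of 8.055 to 15.89, a log2 fold change of 3.65. PHACTR1 (chromosome 6, 12716544 to 13290678, plus strand) had 0.3408 FPKM (0 to 0.9738) and 5.767 FPKM (2.431 to 9.103), a log2 fold change of 2.34. TBC1D7 on the opposite strand overlaps 6.7% of its exon bases. RASEF (chromosome 9, 85594505 to 85678092, minus strand) went from 0.1491 FPKM (0.0698 to 0.2284) to 2.338 FPKM (1.643 to 3.033), a log2 fold change of 1.54. With genes of a mean of at least 5 FPKM only, CD70 was the 1 gene of the 3 that was tested, and it was called.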

Our results showed that CD70 had an accessible promoter and actively expressed in lung‐metastatic breast cells, implying the importance of CD70 and providing a potential diagnosis and therapy biomarker.

### 3.4 Enhancer reprogramming contributes to expression changes in lung metastasis

Lines of evidence showed that not only the promoter states could contribute to the expression difference but also enhancer gain or loss played an important role in regulating gene expression by influencing the recruitment of TFs and co‐factors on the distal regions. Accordingly, we next investigated the changes of enhancer landscape during lung metastasis of breast cancer based on the enrichment of H3K27ac, which is a typical marker of active enhancers.

There were 1248 gained and 856 lost promoter‐distal enhancers in LM2‐4175 compared with MDA‐MB‐231 (Figur2D). Genes associated with gained enhancers were found to be significantly more up‐regulated than genes associated with lost enhancers (Figure 2E), indicating that enhancer reprogramming resulted in expression changes of its adjacent genes. Moreover, genes with activated promoters in LM2‐4175 appeared to have a tendency to gain distal active enhancer (Figure S4A). Some genes were found to be associated with promoter state transformation and enhancer reprogramming simultaneously, implying the synergetic interaction between promoters and enhancers in lung metastasis of breast cancer. Genes with both activated promoters and distal enhancers showed remarkably activated expression (Figure 2F). For example, PTGS2 (FC: 106.11, *P*‐value: 0.00056), MSI2 (FC: 19.83, *P*‐value: 0.00058) and WFS1 (FC: 2.45, *P*‐value: 0.00065) gained both active promoter and enhancer in LM2‐4175, allowing a great increase in transcription level. However, genes associated with repressed promoters and located near lost enhancers showed down‐regulated expression in LM2‐4175 (Figure 2F). 

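Fig. 4A lists 38 differentially expressed genes with their promoter states and enhancer changes, and the states were read from it by eye. The other genes behind Figure 2F were not used here, and the 38 genes had been picked by the study from these libraries. All 15 genes with an activated promoter and a gained enhancer had a higher FPKM in LM2, and 12 of them were called higher. Their median log2 fold change was 1.99, with a range of 0.57 to 5.01. Of 12 genes that gained an enhancer without an activated promoter, 7 were higher, with 5 called higher and 3 called lower and a median of 0.83. All 6 genes with an activated promoter and a lost enhancer were lower (median -0.95, 4 called lower). Among 5 genes with a lost enhancer and no activated promoter, 4 were called lower and 1 higher, with a median of -1.86. The median of the first group lay 2.74 above that of the other 23 genes, and 3.34 above it with a pseudocount of 0.1. No test was run across the genes, which are not independent replicates. The largest increases of the 38 genes were in PTGS2, CADM1 and MSI2, and CXCR4 and CDH11 were among those that fell most. CADM1 went from 0.7981 to 28.08 FPKM and CXCR4 from 9.561 to 0.254 FPKM. SMAD7, CTDP1, ATP8B1, TTC26, IGFBP3 and WWC3 lie in stretches of their chromosomes where most genes were lower in LM2. SHROOM2 was higher in such a stretch.

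**Figure D3:**
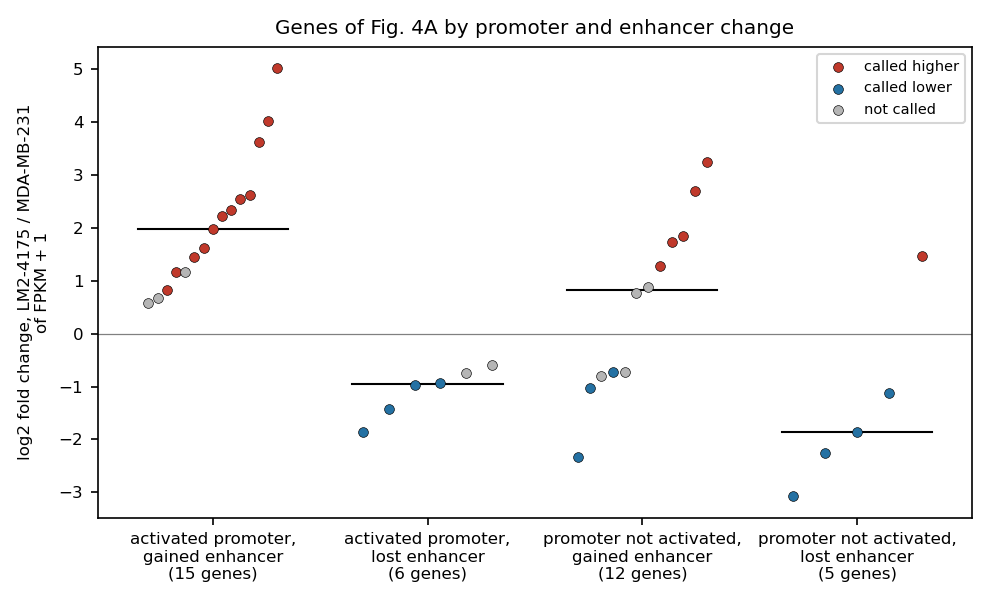
Log2 fold change of FPKM + 1 between LM2 and MDA-MB-231 for the 38 genes of Fig. 4A, grouped by promoter and enhancer change; each point is a gene and each bar the median of its group. The group with an activated promoter and a gained enhancer lies wholly above 0, and the group with an activated promoter and a lost enhancer lies wholly below 0.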

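PTGS2 (ENSG00000073756, chromosome 1 of GRCh37, 186640923 to 186650054, minus strand) had 0.4546 FPKM in MDA-MB-231 with authors' bounds of 0.2036 to 0.7056 and 45.97 FPKM in LM2 with bounds of 33.99 to 57.94. The ratio was 101, and it fell to 32.3 with a pseudocount of 1 in both values. MSI2 (ENSG00000153944, chromosome 17, 55333212 to 55762050, plus strand) rose from 1.704 FPKM (0.2006 to 3.208) to 32.21 FPKM (14.02 to 50.4), a ratio of 18.9 whose bounds were the widest of the 3 genes. WFS1 (ENSG00000109501, chromosome 4, 6271576 to 6304992, plus strand) went from 12.49 FPKM (9.247 to 15.73) to 29.15 FPKM (21.37 to 36.92), a ratio of 2.33. Exons of other genes on the opposite strand overlap 4.0% of PTGS2 and 6.0% of WFS1. The 3 genes were called higher under every alternative tried. The paper states that gaining both elements allowed a great increase in transcription.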

The comparison of gene expression FC of multiple promoter/enhancer state combinations further demonstrated the complex interplay between promoter states, enhancer reprogramming and gene expression changes (Figure S4B).

### 3.5 Gained super‐enhancers promote lung metastasis of breast cancer

Moreover, we revealed that the super‐enhancers were differentially distributed between MDA‐MB‐231 and LM2‐4175. For example, many genes such as MEF2A, FOXP1, JUN and TGFBR2 gained new super‐enhancer in LM2‐4175 (Figure 3A,B). Significantly, up to 970 super‐enhancers were newly formed in lung‐metastatic cells, indicating that the chromatin structure was turned to be more accessible in metastatic cells (Figure 3C). 

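KHDRBS3 encodes an RNA-binding protein and lies on chromosome 8 of GRCh37 from 136469699 to 136668965 on the plus strand (ENSG00000131773). Its expression was 15.75 FPKM in MDA-MB-231, with authors' bounds of 10.37 to 21.13, and 36.3 FPKM in LM2, with bounds of 25.06 to 47.53. The log2 fold change was 1.15, and KHDRBS3 was called higher under all alternatives tried. No exon of another gene overlaps its exons.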

As shown in Figure 3D, KHDRBS3 gained a super‐enhancer on its downstream region of TSS, and significantly up‐regulated in LM2‐4175. KHDRBS3 was previously reported to enhance stemness and metastasis in basal‐like breast cancer.^36^ 

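The transcription factor gene MEF2A (ENSG00000068305, chromosome 15 of GRCh37, 100105622 to 100256693, plus strand) had 12.61 FPKM in MDA-MB-231 with authors' bounds of 7.928 to 17.29 and 30.17 FPKM in LM2 with bounds of 19.22 to 41.11. It was called higher with a log2 fold change of 1.20. LYSMD4 on the opposite strand overlaps 11.1% of its exon bases. All 16 other protein-coding genes tested within 3 Mb of MEF2A were also higher in LM2, with a median log2 fold change of 1.13. The gene lies in a stretch of 27.6 Mb, from 74630100 to 102264676, in which 132 protein-coding genes had a median log2 fold change of 0.71 and 32 were called higher and 2 lower. The 253 protein-coding genes of chromosome 15 before this stretch had a median of -0.01.

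**Figure D4:**
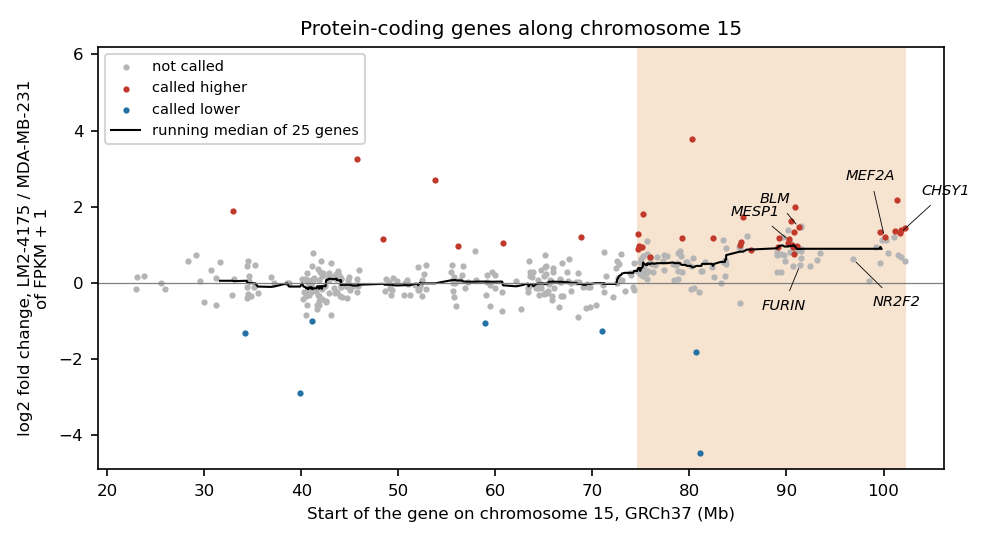
Log2 fold change of FPKM + 1 between LM2 and MDA-MB-231 for protein-coding genes, by the start of each gene on chromosome 15 of GRCh37 in Mb; the black line is the running median of 25 genes and the shaded stretch runs from 74630100 to 102264676. The running median lies near 0 before the stretch and reaches 1.00 inside it, where genes named in the paper are labelled.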

What is more, MEF2A gained a contiguous super‐enhancer on its gene‐body, and was also up‐regulated in LM2‐4175. MEF2A was previously found to promote epithelial‐mesenchymal transition (EMT) and invasiveness of hepatocellular carcinoma.^37^

**Figure 3:**
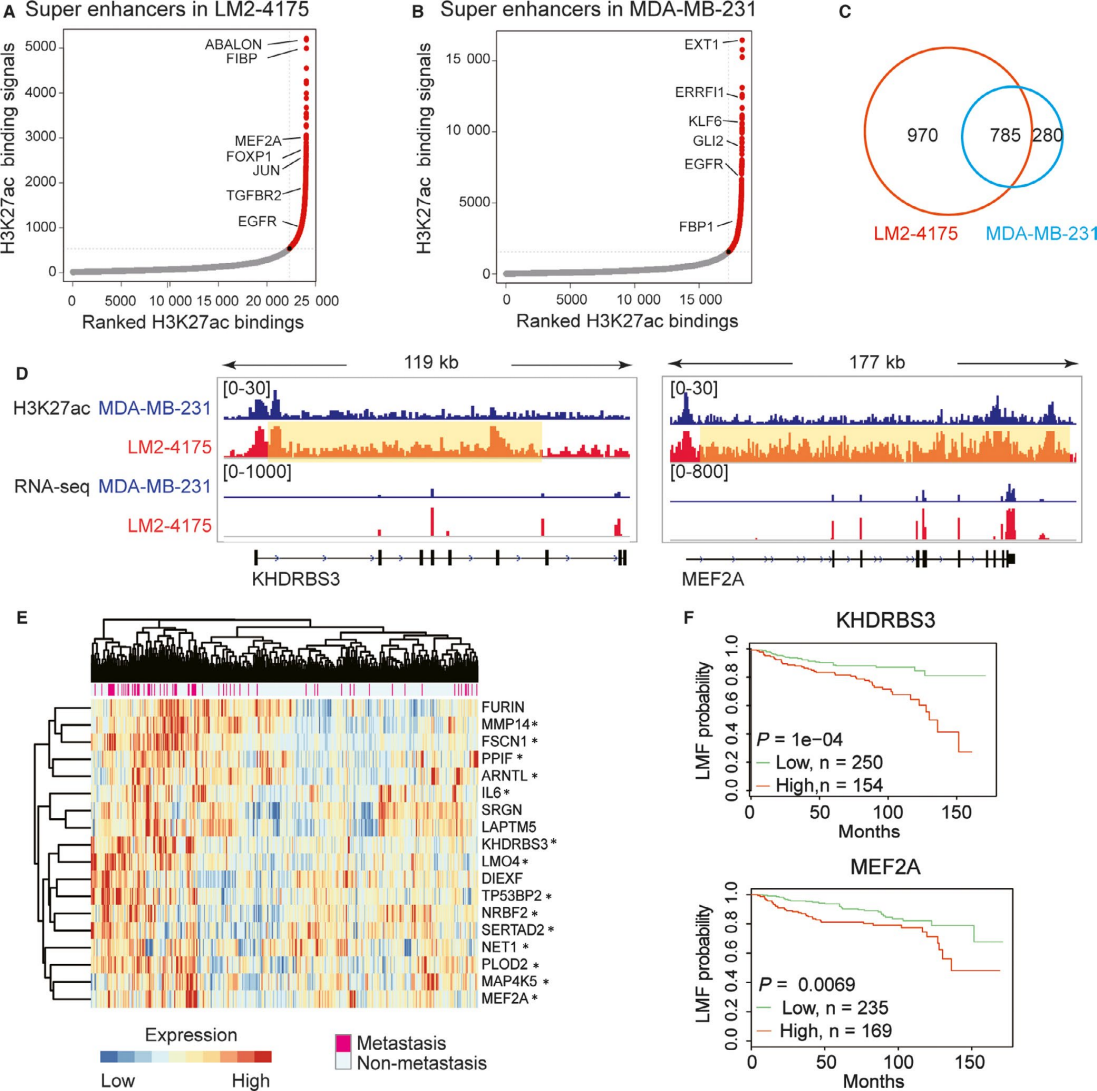
Gained super‐enhancers in lung‐metastatic cells. (A) Identification of super‐enhancers in LM2‐4175 cell line. (B) Identification of super‐enhancers in MDA‐MB‐231 cell line. (C) Venn diagram for super‐enhancers in MDA‐MB‐231 and LM2‐4175 cell lines. (D) Examples of genes associated with gained super‐enhancers. The regions covered by yellow box represent super‐enhancers in LM2‐4175 cell line. (E) Genes that associated with gained super‐enhancers were differentially expressed between lung‐metastatic and non‐metastatic patients. Metastasis state was shown by the annotation colour bar. Fourteen genes which have prognostic significance for lung metastasis free (LMF) survival were marked with '*'. (F) LMF survival analysis of KHDRBS3 and MEF2A. Patients with high (greater than average) expression value were considered as high‐expressed group, and patients with low (less than average) expression value were considered as low‐expressed group

Importantly, we found that some genes associated with gained super‐enhancers were differentially expressed between non‐lung‐metastatic and lung‐metastatic patients, and related to clinical outcome. As shown in Figure 3E, 18 genes that located near gained super‐enhancers were found to be significantly up‐regulated in lung‐metastatic patients. Furthermore, 14 of these genes had obvious prognostic significance for LMF survival, as the patients with high expression showed more probability of lung metastasis. The survival analysis of KHDRBS3 and MEF2A were shown in Figure 3F. Therefore, the accessible chromatin structure resulted from super‐enhancer reprogramming enables the activation of multiple genes for promoting lung metastasis.

### 3.6 Promoter and enhancer remodelling disrupt multiple functions and pathways in lung‐metastatic process

We hypothesized that genes influenced by chromatin changes of both promoter and distal enhancer might play important roles in lung metastasis of breast cancer. Function enrichment analysis suggested that these genes were mainly involved in five classes of biological function, including cell migration, vascular system development, mesenchymal cell proliferation, regulation of muscle cell differentiation and neurogenesis (Figure 4A). As angiogenesis, EMT, mesenchymal cell proliferation and migration are indispensable processes which lead to metastasis, targeting the involved genes through epigenetic intervention will possibly inhibit these important pathways of metastasis. In addition, genes involved in nervous system development were also found to be epigenetically reprogrammed. Interestingly, the influences of the nervous system in non‐nervous system cancers were paid little attention. A recent review highlighted the relationship between neurogenesis and tumour microenvironment of prostate, pancreas, stomach and skin cancer.^38^ Our epigenetic analysis implied that nervous system development might have potential importance in the microenvironment changes of lung metastasis of breast cancer.

**Figure 4:**
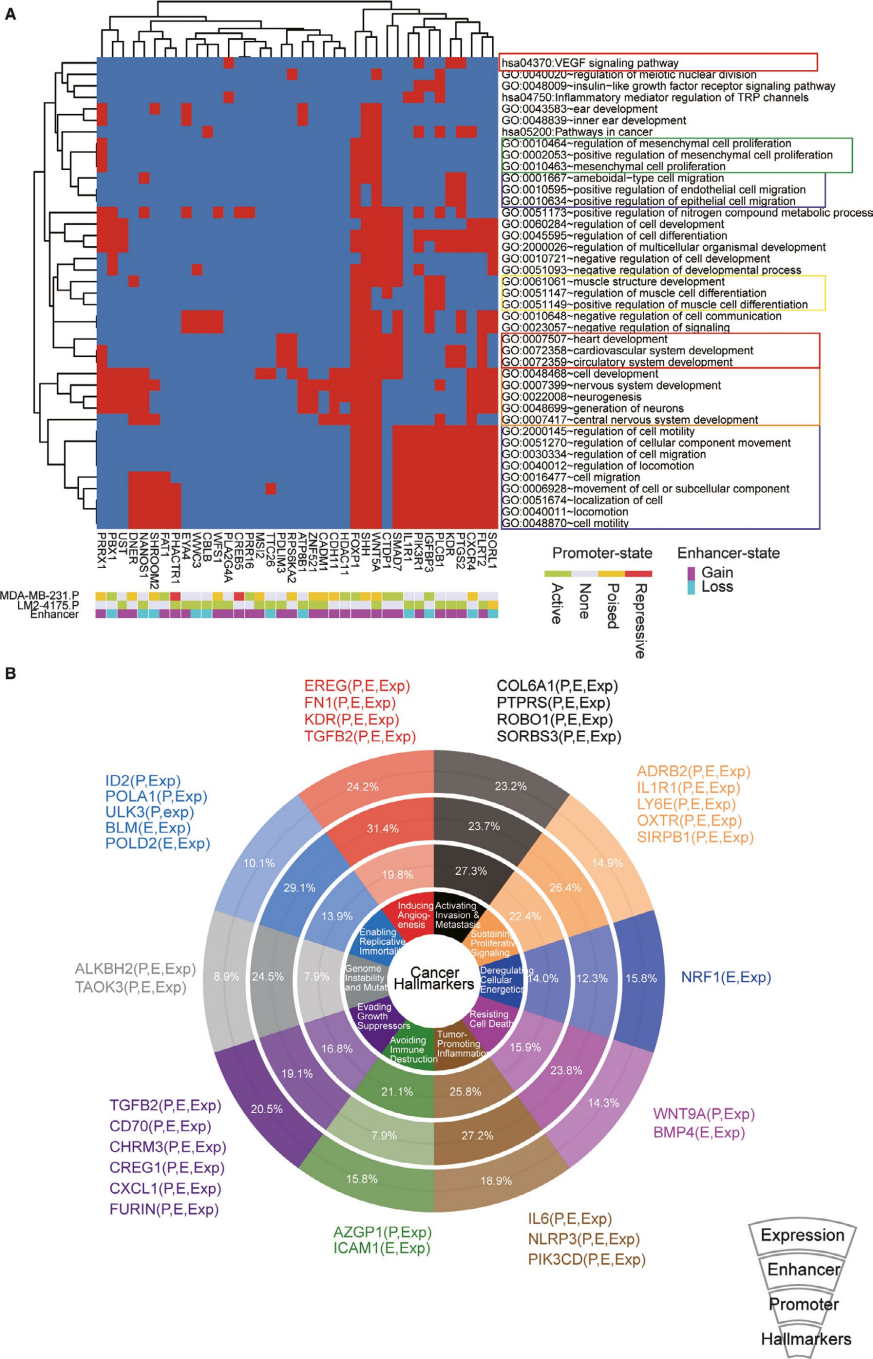
Functions and cancer hallmarks changed by epigenetic remodelling. (A) Functions and pathways enriched by differentially expressed genes associated with both promoter state transformation and enhancer reprogramming. The rows in heatmap represent Gene Ontology (GO) or Kyoto Encyclopaedia of Genes and Genomes (KEGG) terms, and columns represent genes. The presences of genes in each term are shown in red in heatmap. The promoter states and enhancer changes of each gene are shown below the heatmap. The colour boxes outside the row labels represent different function classes. (B) Changed events in epigenome and transcriptome in each of 10 hallmarks of cancer. The pie plot indicates cancer hallmarks, changed promoter percentage, changed enhancer percentage and changed expression percentage (from inside to outside). The associated genes were exemplified beside each hallmark. The changed events were listed in the bracket, P indicates promoter state transformation, E indicates enhancer reprogramming, and Exp indicates expression changes

Furthermore, multiple signalling pathways were discovered to be influenced by chromatin reprogramming (Figure S5). For example, gene expressions of PI3K‐Akt, HIF‐1, Rap1, VEGF, TGF‐beta and Ras signalling pathways were affected either by the promoter state transformation or enhancer reprogramming. In addition, we analysed the perturbations of cancer hallmarks on multiple levels, and every aspect was found to be changed by epigenetic reprogramming. The top affected hallmarks were as follows: ‘Inducing Angiogenesis’, ‘Activating Invasion & Metastasis’, ‘Tumour Promoting Inflammation’ and ‘Sustaining Proliferative Signalling’ (Figure 4B). 

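Among the 33 genes written beside the hallmarks in Fig. 4B, 19 had a higher and 14 a lower FPKM in LM2, and 15 were called higher and 7 lower. The largest increases were in CXCL1, IL6 and CD70. CXCL1 rose from 2.857 to 118.9 FPKM (log2 fold change 4.96), and IL6 rose from 12.55 to 245.2 FPKM (log2 fold change 4.18). IL6-AS1 overlaps 9.9% of the exon bases of IL6. The largest decreases were in BMP4, LY6E and FN1. BMP4 fell from 93.31 to 14.86 FPKM, with an exon overlap of 16.3% with another gene, LY6E from 112.7 to 35.4 FPKM and FN1 from 313.7 to 117.3 FPKM. Some of the genes lie in long stretches of a chromosome that changed in the same direction, namely BLM, ULK3 and FURIN on chromosome 15, POLA1 on chromosome X, and NRF1 and POLD2 on chromosome 7.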

In conclusion, changes of chromatin structure were involved in multiple biological functions and pathways, suggesting there was huge potential to develop therapeutic strategy based on epigenetic modifications.

### 3.7 Identification of regulators driving differential gene expression in lung metastasis

To identify regulators that are most important for describing lung metastasis of breast cancer, we analysed the core transcription regulatory network by computationally integrating ChIP‐Seq, RNA‐Seq data and motif information (see Materials and Methods).

Motif enrichment for active promoters and enhancers was compared between MDA‐MB‐231 and LM2‐4175 to identify the essential factors involved in specific lung metastasis. As shown in Figure 5A, compared with MDA‐MB‐231, obviously more TFs were enriched by specific promoters and enhancers of LM2‐4175. 

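Fig. 5A places the motifs of 19 factors in the promoters that were active in LM2 only, and colours the names of 12 as higher and 7 as lower in LM2. All 19 changed in the printed direction. Called were 6 of the 12 as higher, namely POU2F2, TFAP2C, CREB5, FOXA2, MYEF2 and HOXB9, and 1 of the 7 as lower, which was SPDEF. CREB5 went from 1.062 FPKM (authors' bounds 0.2238 to 1.9) to 6.417 FPKM (3.782 to 9.053). MYEF2 changed from 14.48 to 33.71 FPKM with an exon overlap of 13% with SLC24A5. HOXB9 went from 3.33 to 6.544 FPKM and SPDEF from 9.196 to 5.044 FPKM. At a fold of 2 neither of them was called, and SPDEF was not called as TPM or with equal medians either. The bounds of the other 12 factors overlap between the cell lines, which holds for ZEB1, XBP1, LMO4, KLF13, ETV3 and ETS1 among the higher ones and for NRF1, NR3C1, MYBL2, MYBL1, IRF1 and HSF1 among the lower ones. IRF1-AS1 overlaps 22.9% of the exon bases of IRF1. The fold without the bounds, chosen after the data were seen, called 11 of the 19 factors in place of 7. Over all 25 factors of Fig. 5A, 8 were called in the printed direction, with ATF4 the other one called and ETV1, SOX9, SOX12, SMAD4 and NFE2L2 not called, and the 25 had been picked by the study from these libraries.

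**Figure D5:**
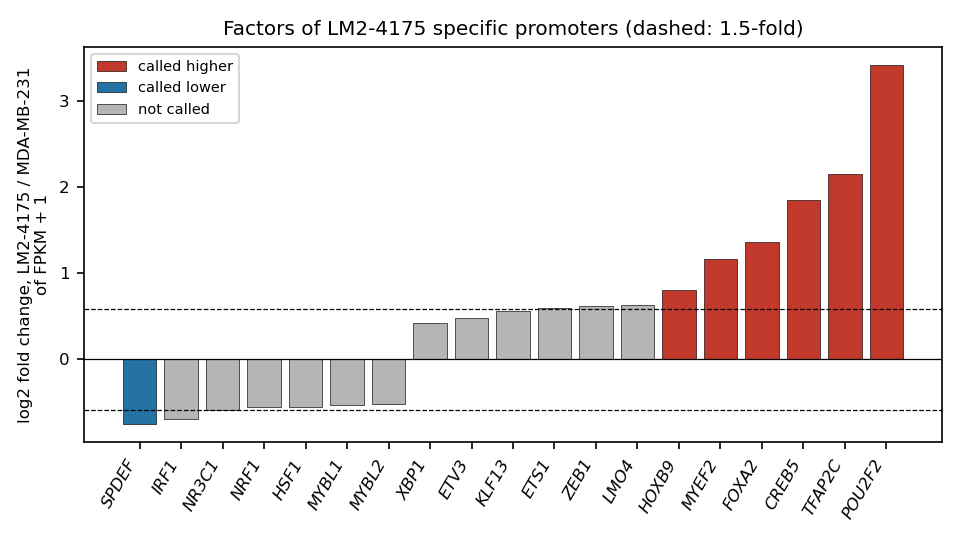
Log2 fold change of FPKM + 1 between LM2 and MDA-MB-231 for the 19 factors of the promoters specific to LM2, with dashed lines at 1.5-fold and colours for the call. The 12 factors printed as higher lie above 0 and the 7 printed as lower lie below 0.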

Especially, specific promoters in LM2‐4175 were significantly enriched in as many as 19 factors, such as TFAP2C, POU2F2 and LMO4, and most of these factors were up‐regulated in LM2‐4175. Both POU2F2 and TFAP2C are proved critical regulators of tumorigenicity, EMT and metastasis,^39^, ^40^, ^41^, ^42^ suggesting the reliability of our epigenetic analysis for identifying master regulators. However, the function of LMO4 in lung metastasis was rarely reported, and still needed further evaluation.

**Figure 5:**
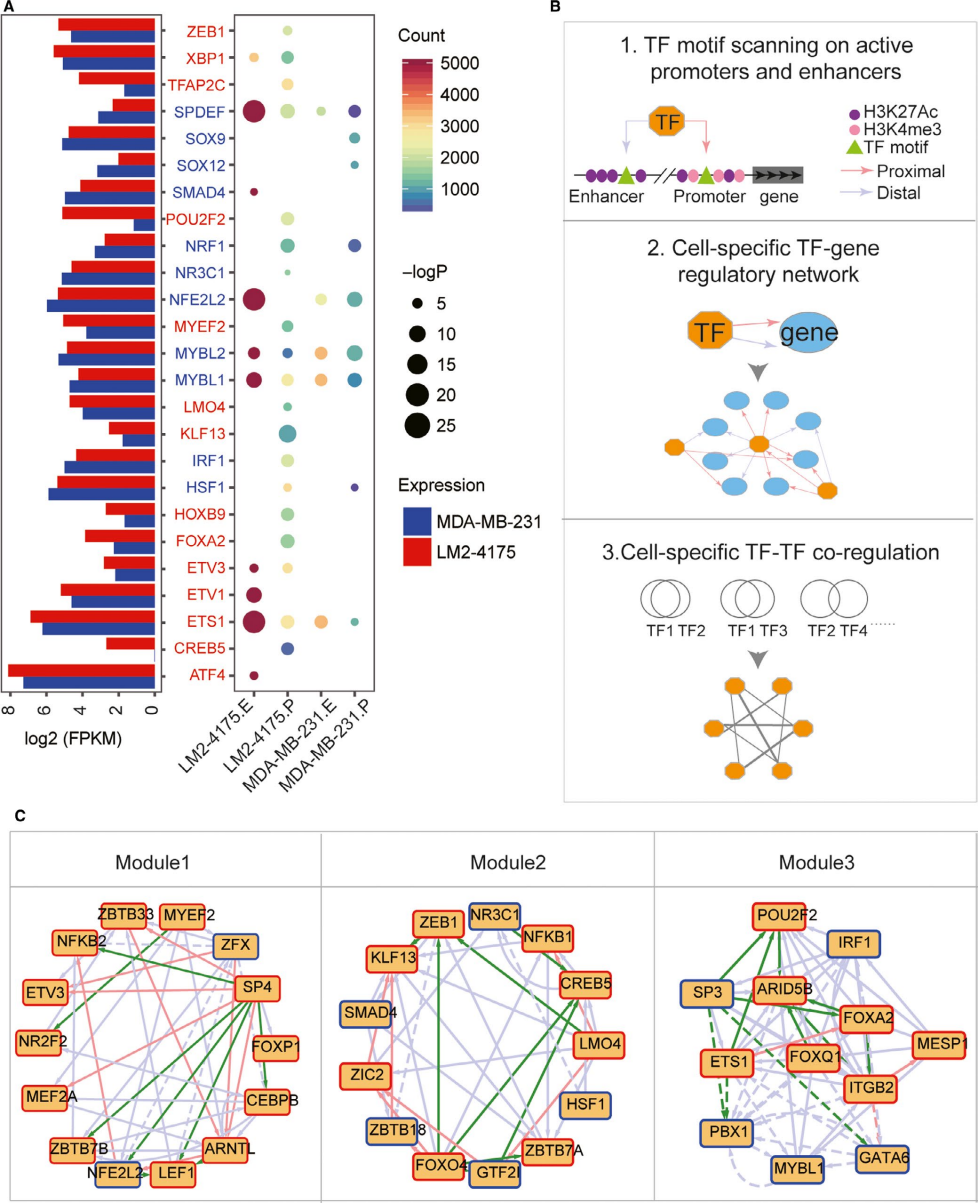
Motif enrichment analysis and identification of regulatory network. (A) Motif enrichment analysis of specifically active promoters and enhancers in MDA‐MB‐231 and LM2‐4175. The point colour indicates the number of promoters/enhancers containing the certain motif. The point size indicates the –log *P*‐value of enrichment analysis. Font colour indicates the expression changes of transcription factors (TFs), red for up‐regulated and blue for down‐regulated TFs. LM2‐4175.E: specific enhancers of LM2‐4175; LM2‐4175.P: specific promoters of LM2‐4175; MDA‐MB‐231.E: specific enhancers of MDA‐MB‐231; MDA‐MB‐231.P: specific promoters of MDA‐MB‐231. (B) Framework for identification of master regulatory network and TF‐TF interaction. (C) Modules of the regulatory network. Only TFs were shown here because of the limited space. The downstream target genes were shown in Table S6. The node border was used to present the expression changes, where the red border indicates up‐regulated genes and the blue border indicates down‐regulated genes. Red edges represent the proximal (promoter) regulation, blue edges represent the distal (enhancer) regulation and green edges represent that both proximal and distal regulations exist. Solid edges represent the LM2‐4175‐specific regulation, and dashed edges represent the MDA‐MB‐231‐specific regulation

In an attempt to predict the regulation relationship between TFs and target genes associated with active promoters and enhancers, a bioinformatic framework was designed to analyse the regulatory network that driving differential expression during lung metastasis and explore potential co‐occupancy or cooperation between regulators (Figure 5B). Briefly, active promoters and enhancers were identified according to the enrichment of multiple histone modifications as mentioned above. We scanned the active promoters and enhancers using available PWMs of motifs. Genes associated with promoters/enhancers which contained motifs of TFs were identified as target genes. And then cell‐specific TF‐target networks were constructed. The pairwise co‐localizations between factors were quantified to analyse the changes of interaction among regulators during lung metastasis (Figure 5B). To visualize different features, we combined the MDA‐MB‐231 and LM2‐4175 specific network, and illustrated multiple different data types within a single network. Both proximal (promoter) and distal (enhancer) regulatory were presented, and expression changes of TFs were also annotated. 

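Fig. 5C draws 27 factors with a red border and 12 with a blue border, and all 39 changed in the direction of their border. Past 1.5-fold were 21 of the 27 and 7 of the 12. With the bounds taken into account, 11 were called higher and 3 lower. CEBPB, LEF1, ITGB2, ZIC2, ZBTB33 and FOXQ1 were among those called higher, and GATA6 and GTF2I were among those called lower. CEBPB rose from 5.446 to 22.8 FPKM, with an exon overlap of 12.6%, and LEF1 from 3.901 to 13.16 FPKM. GATA6 fell from 6.001 to 2.269 FPKM, with an exon overlap of 10.9%. The table also lists the related gene GTF2IP1 at 0.6332 and 0.5101 FPKM, and how reads were divided between them was not tested. GTF2I changed from 99.11 to 44.75 FPKM, and it was not called after quantile normalization, after conversion to TPM or with the medians of the cell lines made equal. At a fold of 2, ZIC2, ZBTB33 and FOXQ1 were not called. The other factors with overlapping bounds were SP4, FOXP1, ARNTL, ZBTB7B, NR2F2, ETV3, NFKB2, ZEB1, NFKB1, LMO4, ZBTB7A, FOXO4, KLF13, ARID5B, MESP1 and ETS1 with a red border, and ZFX, NFE2L2, NR3C1, HSF1, ZBTB18, SMAD4, IRF1, SP3 and MYBL1 with a blue border. HNRNPA3 overlaps 38.4% of the exon bases of NFE2L2. MESP1 and NR2F2 on chromosome 15, ZFX and ZBTB33 on chromosome X and SMAD4 on chromosome 18 lie in stretches whose genes changed in the same direction. A factor that was not matched to the annotation could not be placed in a stretch, so this list may be incomplete. With genes annotated as protein-coding only, 13 of the factors were called in the printed direction.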

The whole network was split into modules based on the network topology structure (Figure 5C). The regulation relationships between TFs and target genes were listed in Table S6.

We predicted the interactions between TFs based on their shared target genes in each cell line. Results showed that there was much closer cooperation of multiple factors on active genes in LM2‐4175 than that in MDA‐MB‐231 (Figure 6A). Twenty‐three factors were found to have tight correlation (JI > 0.3) with more than 10 other factors in LM2‐4175, whereas there were no any factors tightly correlated with more than five other factors in MDA‐MB‐231. Specifically, the cooperation of TFs in LM2‐4175 cell line was shown in Figure 6B, providing candidate information for functional validation and exploring novel mechanisms or therapy targets. Obviously, TFAP2C, POU2F2, GTF2I, MYEF2, FOXA2, IRF1, ETS1 and NFE2L2 actively interacted with multiple factors, suggesting these regulators may play important roles in lung metastasis of breast cancer. Importantly, the prognostic power of these regulators was analysed using clinical survival data of 404 patients. Results showed that TFAP2C, GTF2I, MEF2A, CEBPB, CEBPG, HSF1 and LMO4 were significantly associated with poor outcome. The high‐expressed groups of these regulators had lower LMF survival in breast cancer patients (Figure 6C and Figure S6).

**Figure 6:**
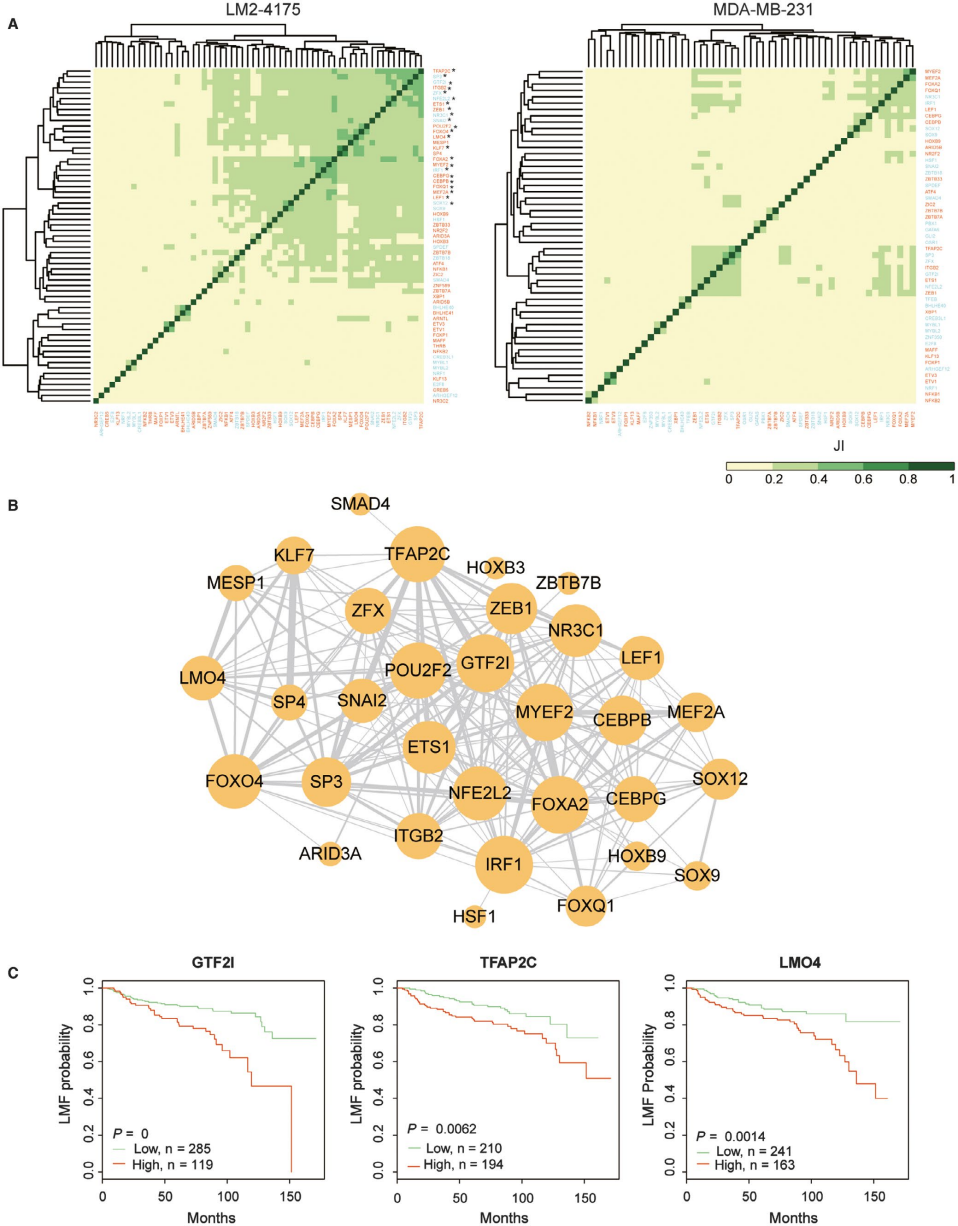
Cooperations of multiple transcription factors (TFs). (A) TF‐TF cooperation was quantified by Jaccard index (JI) score. The colour in heatmap represents the JI score. Left panel: TF‐TF cooperation on specifically active cis‐elements (promoters and enhancers) of LM2‐4175 cell line; right panel: TF‐TF cooperation on specifically active cis‐elements (promoters and enhancers) of MDA‐MB‐231 cell line. TFs marked by asterisk have tight correlation (JI > 0.3) with more than ten other factors. Font colour indicates the expression changes of TFs, red for up‐regulated and blue for down‐regulated TFs. (B) Specific TF‐TF cooperation network in LM2‐4175 cell line. Node size was proportional with the number of neighbours. Edge width was proportional with Jaccard index between two TFs. (C) Lung metastasis free survival analysis of regulators. Other significant regulators were shown in Figure S6

### 3.8 LMO4 plays an important role in the regulation of EMT and migration

According to our above results, TF LMO4 was found to gain active promoter and super‐enhancer, resulting in activated expression in LM2‐4175(Figure 1D). Moreover, our regulatory network analysis also indicated that LMO4 might play an important role in driving differential expression of downstream target genes and actively involving in TF‐TF interaction in LM2‐4175 (Figures 5, 6A,B). 

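In the copy of Table S6 used here, 1146 different pairs of factor and target name 49 factors and 278 targets. LMO4 is paired with 57 targets, and 6 factors have more. The deposited table held 56 of the LMO4 targets, all with a mean FPKM of at least 0.5. A higher FPKM in LM2 was found for 47 of them, 20 were called higher and 5 lower, and their median log2 fold change was 0.74, with a range of -1.30 to 3.49. MYO1D (0.6449 to 17.49 FPKM), PTPRN2 (0.0911 to 10.55 FPKM) and FBLN1 (2.826 to 20.9 FPKM) rose most, and KRT18 fell most. Over the targets of all factors, 162 of 277 were higher, with 81 called higher and 50 lower. The targets had been picked by the study among genes that differ between these libraries, and no test of enrichment was run.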

Importantly, high expression of LMO4 was proved to be associated with poor outcome of breast cancer patients (Figure 6C). Thus, we speculated that LMO4 might play an important role in regulating lung metastasis of breast cancer. And molecular experiments were performed to validate its biological functions.

We knocked down LMO4 in LM2‐4175 cells with siRNA transfection. Both the protein and mRNA levels of LMO4 were significantly decreased in transfected cells compared with siNC (Figure 7A,B). Furthermore, expression levels of predicted target genes of LMO4 were decreased after knock‐down of LMO4 (Figure 7C). Importantly, genes involved in EMT were also found to be down‐regulated in LMO4 decreased LM2‐4175 cells, suggesting that LMO4 may regulate the EMT process in breast cancer lung metastasis (Figure 7D). In addition, cell migration ability after LMO4 knocking down was also confirmed by transwell assay. It was shown that the migration ability was strikingly inhibited in LMO4 decreased cells (Figure 7E). Overall, these results suggested that LMO4 played an essential role in regulating cell migration and EMT in lung metastasis of breast cancer.

**Figure 7:**
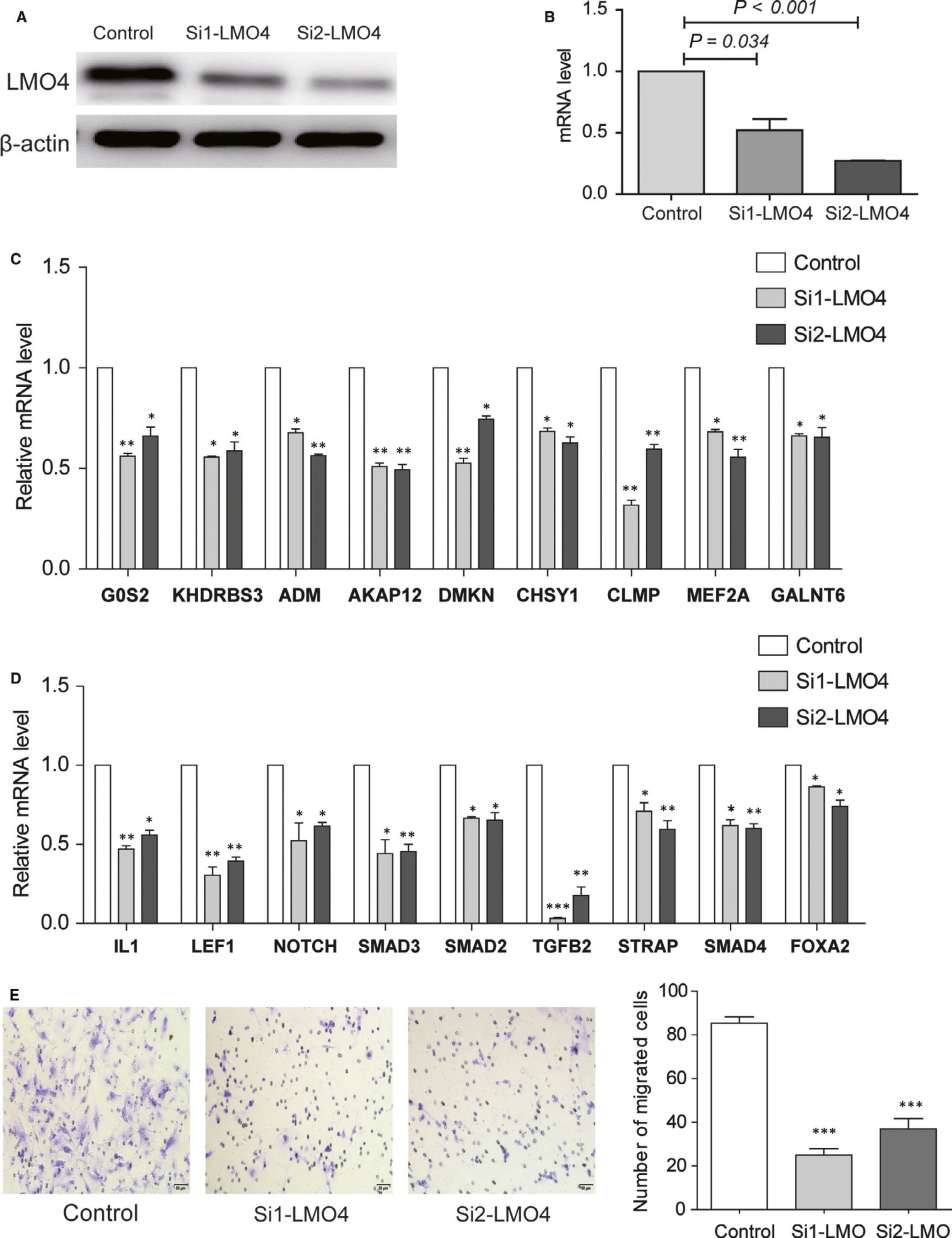
Function validation of transcription factor LMO4 in lung metastasis of breast cancer. (A) The efficiency of LMO4 knockdown was confirmed by Western blotting assay in LM2‐4175 cells transfected with siLMO4 and vector siRNA. β‐actin was used as a control. (B) The efficiency of LMO4 knockdown was confirmed by qRT‐PCR in LM2‐4175 cells transfected with siLMO4 and vector siRNA. (C) Expression changes of predicted target genes of LMO4 after LMO4 knockdown. Expression levels were analysed by qRT‐PCR. Student's *t* test was used for statistical comparison (*P < 0.05; **P < 0.01). (D) Expression changes of EMT associated genes after LMO4 knockdown. Expression levels were analysed by qRT‐PCR. Student's *t* test was used for statistical comparison (*P < 0.05; **P < 0.01; ***P < 0.001). (E) The migration abilities were examined by the Transwell assay in LM2‐4175 cells. Student's *t* test was used for statistical comparison (***P < 0.001)

## 4 DISCUSSION

The comprehensive epigenetic study reported here identifies the whole cistrome in the lung metastasis process of breast cancer cells, and elucidates how the interplay between TFs and chromatin cis‐elements drives differential expression and activates the biological processes associated with lung metastasis. Changes of gene expression were found to be co‐ordinately affected by multiple histone modifications. Based on the ChIP‐Seq data, specific cis‐elements such as active promoters and enhancers were identified and proved have a strong association with gene expression change. Importantly, many evidence showed that genes regulated by chromatin reprogramming were involved in important processes or pathways in lung metastasis of breast cancer cells. The holistic map of all TSS‐proximal elements as well as TSS‐distal enhancers allowed us to perform thoroughly searches for specific sequence patterns of all known TFs. These analyses provided comprehensive regulatory network and potential regulators that might be involved in regulating lung metastasis of breast cancer.

In this study, we applied ChIP‐Seq and RNA‐Seq assays to analyse the chromatin structure and transcriptome of TNBC cell lines. Recently, Perreault et al^43^ reported the epigenetic and transcriptional profiling of TNBC HCC1806 cell by performing nascent transcription profiling using Precision Run‐On coupled to sequencing (PRO‐seq) and ChIP‐exonuclease (ChIP‐exo). We analysed the overlap between our data and the HCC1806 cell data (Table S7). Results showed that a great number of histone modifications peaks were overlapped between HCC1806 and MDA‐MB‐231/LM2‐4175 cell lines. However, a relatively small number of overlapped top‐expressed genes between them were found, possibly because that the HCC1806 transcriptome was sequenced by nascent transcriptional profiling PRO‐seq, and MDA‐MB‐231/LM2‐4175 transcriptome was profiled by RNA‐seq. In an attempt to analyse the lung metastasis of breast cancer more accurately, we are planning to perform PRO‐seq and ChIP‐exo in MDA‐MB‐231/LM2‐4175 cell lines.

Although it is more accurate to analyse the epigenetic alterations and transcriptional data from the same individual samples, the technology limitations of ChIP‐Seq assay using tissue samples necessitate the use of cell lines in this study. So we cautiously assessed the recapitulation power of MDA‐MB‐231 and LM2‐4175 cell lines for real breast cancer patients before we conducted the integrated analysis. Results showed that the cell lines represented a suitable in vitro model system to study the underlying mechanisms of lung metastasis of breast cancer. What is more, the identified genes or regulators from analysis of cell lines were further verified using transcriptional and clinical data of patients to ensure their functions.

According to our results, many biological functions and pathways, including cell migration, angiogenesis, immune response and mesenchymal cell proliferation, were epigenetically reprogrammed in lung‐metastatic breast cancer cells. Therefore, therapies targeting epigenetic factors are likely to improve many aspects and be effective for inhibiting breast cancer lung metastasis. Recent studies have highlighted the strong potential of drugs targeting histone‐modifying enzymes for invasive cancer.^44^ Some of these drugs are currently in various stages of clinical trials.^45^ Entinostat/MS‐275, a HDAC inhibitor, was reported to inhibit angiogenesis and metastasis,^46^ as well as reverse EMT.^47^, ^48^ Entinostat/MS‐275 is currently used in multiple phase III clinical trials of breast cancer treatment. Our study provides data resource and theoretical support for therapeutic strategies based on epigenetics.

Apart from providing a reference resource, the integrated analysis identified potential biomarkers for therapy and prognosis of lung metastasis of breast cancer. For example, lung‐metastatic breast cancer cells showed an increased global level of H3K4me3 and decreased level of H3K27ac. Some corresponding enzymes that regulate histone methylation and acetylation were also found to be differentially expressed, and could possibly to become indicators for predicting lung metastasis. In addition, lots of gained super‐enhancers were identified in lung‐metastatic breast cancer cells. We found that genes associated with gained super‐enhancers were observed to have potential prognostic value for lung metastasis of breast cancer. Accumulating evidence point to the critical role of super‐enhancers play in cancer progression.^49^ Besides, there have been many attempts to use super‐enhancer profiles for prognosis and therapy of cancer.^49^ Our data resource and results provided directions for further exploring the clinical implications of super‐enhancers in breast cancer metastasis. Especially, LMO4 was found to gain active promoter and super‐enhancer in LM2‐4175, and patients with highly expressed LMO4 showed increased probability of lung metastasis. A series of experiments also proved the functions of LMO4 in promoting EMT and invasion. Furthermore, in lung‐metastatic cells, the cooperative relationship of TFs were far closer than in non‐lung‐metastatic cells, indicating that there was a subtle regulatory mechanism controlling lung metastasis of breast cancer. Besides, the regulators that frequently interacted with other factors were identified as important factors for lung metastasis and showed prognostic power. This study not only confirmed the role of known factors (such as TFAP2C) but also identified some potential regulators (such as LMO4) which played pivot roles in lung metastasis.

In summary, based on integrated epigenetic and transcriptional analysis, our study provided comprehensive insights into the regulatory mechanism, as well as potential prognostic markers for lung metastasis of breast cancer. Besides, our data resource will enable numerous further functional and computational studies to examine the role of regulators and advance our understanding of lung metastasis of breast cancer.

## CONFLICT OF INTEREST

The authors declare no conflict of interest.

## AUTHOR CONTRIBUTIONS

KNL conducted the bioinformatic analyses and wrote the paper. CLX conducted the ChIP‐Seq and RNA‐Seq experiments. YXD conducted the functional validation experiments and revised the manuscript. MJ and ACK revised and edited the language. DQW designed and supervised the whole study.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

 Click here for additional data file.

## Data Availability

The histone landscape by ChIP‐Seq and the gene expression profile by RNA‐Seq in this paper have been deposited in NCBI GEO: GSE124379 and GSE124380.

## References

[1] Siegel RL , Miller KD , Jemal A . Cancer statistics, 2017. CA Cancer J Clin. 2017;67:7‐30.2805510310.3322/caac.21387

[2] Echeverria GV , Powell E , Seth S , et al. High‐resolution clonal mapping of multi‐organ metastasis in triple negative breast cancer. Nat Commun. 2018;9:5079.3049824210.1038/s41467-018-07406-4PMC6265294

[3] Roe JS , Hwang CI , Somerville T , et al. Enhancer reprogramming promotes pancreatic cancer metastasis. Cell. 2017;170:875–888.e20.2875725310.1016/j.cell.2017.07.007PMC5726277

[4] Toska E , Osmanbeyoglu HU , Castel P , et al. PI3K pathway regulates ER‐dependent transcription in breast cancer through the epigenetic regulator KMT2D. Science. 2017;355:1324‐1330.2833667010.1126/science.aah6893PMC5485411

[5] Luo XG , Zhang CL , Zhao WW , et al. Histone methyltransferase SMYD3 promotes MRTF‐A‐mediated transactivation of MYL9 and migration of MCF‐7 breast cancer cells. Cancer Lett. 2014;344:129‐137.2418945910.1016/j.canlet.2013.10.026

[6] Schmidl C , Renner K , Peter K , et al.; FANTOM consortium . Transcription and enhancer profiling in human monocyte subsets. Blood. 2014;123:e90‐e99.2467195510.1182/blood-2013-02-484188

[7] Marbach D , Lamparter D , Quon G , Kellis M , Kutalik Z , Bergmann S . Tissue‐specific regulatory circuits reveal variable modular perturbations across complex diseases. Nat Methods. 2016;13:366‐370.2695074710.1038/nmeth.3799PMC4967716

[8] Hlady RA , Sathyanarayan A , Thompson JJ , et al. Integrating the epigenome to identify novel drivers of hepatocellular carcinoma. Hepatology. 2018.10.1002/hep.30211PMC635116230136421

[9] Li Y , Li S , Chen J , et al. Comparative epigenetic analyses reveal distinct patterns of oncogenic pathways activation in breast cancer subtypes. Hum Mol Genet. 2014;23:5378‐5393.2487132610.1093/hmg/ddu256

[10] Kleftogiannis D , Kalnis P , Arner E , Bajic VB . Discriminative identification of transcriptional responses of promoters and enhancers after stimulus. Nucleic Acids Res. 2017;45:e25.2778968710.1093/nar/gkw1015PMC5389464

[11] Javaid S , Zhang J , Anderssen E , et al. Dynamic chromatin modification sustains epithelial‐mesenchymal transition following inducible expression of Snail‐1. Cell Rep. 2013;5:1679‐1689.2436095610.1016/j.celrep.2013.11.034PMC4034764

[12] Cao C , Vasilatos SN , Bhargava R , et al. Functional interaction of histone deacetylase 5 (HDAC5) and lysine‐specific demethylase 1 (LSD1) promotes breast cancer progression. Oncogene. 2017;36:133‐145.2721203210.1038/onc.2016.186PMC5121103

[13] Minn AJ , Gupta GP , Siegel PM , et al. Genes that mediate breast cancer metastasis to lung. Nature. 2005;436:518‐524.1604948010.1038/nature03799PMC1283098

[14] Lamoureux F , Baud'huin M , Rodriguez Calleja L , et al. Selective inhibition of BET bromodomain epigenetic signalling interferes with the bone‐associated tumour vicious cycle. Nat Commun. 2014;5:3511.2464647710.1038/ncomms4511

[15] Liu LT , Chang HC , Chiang LC , Hung WC . Histone deacetylase inhibitor up‐regulates RECK to inhibit MMP‐2 activation and cancer cell invasion. Cancer Res. 2003;63:3069‐3072.12810630

[16] Langmead B , Salzberg SL . Fast gapped‐read alignment with Bowtie 2. Nat Methods. 2012;9:357‐359.2238828610.1038/nmeth.1923PMC3322381

[17] Zhang Y , Liu T , Meyer CA , et al. Model‐based analysis of ChIP‐Seq (MACS). Genome Biol. 2008;9:R137.1879898210.1186/gb-2008-9-9-r137PMC2592715

[18] Kim D , Pertea G , Trapnell C , Pimentel H , Kelley R , Salzberg SL . TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol. 2013;14:R36.2361840810.1186/gb-2013-14-4-r36PMC4053844

[19] Trapnell C , Hendrickson DG , Sauvageau M , Goff L , Rinn JL , Pachter L . Differential analysis of gene regulation at transcript resolution with RNA‐seq. Nat Biotechnol. 2013;31:46‐53.2322270310.1038/nbt.2450PMC3869392

[20] Trapnell C , Williams BA , Pertea G , et al. Transcript assembly and quantification by RNA‐Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol. 2010;28:511‐515.2043646410.1038/nbt.1621PMC3146043

[21] Frankish A , Diekhans M , Ferreira AM , et al. GENCODE reference annotation for the human and mouse genomes. Nucleic Acids Res. 2018.10.1093/nar/gky955PMC632394630357393

[22] Heinz S , Benner C , Spann N , et al. Simple combinations of lineage‐determining transcription factors prime cis‐regulatory elements required for macrophage and B cell identities. Mol Cell. 2010;38:576‐589.2051343210.1016/j.molcel.2010.05.004PMC2898526

[23] Loven J , Hoke HA , Lin CY , et al. Selective inhibition of tumor oncogenes by disruption of super‐enhancers. Cell. 2013;153:320‐334.2358232310.1016/j.cell.2013.03.036PMC3760967

[24] Ashburner M , Ball CA , Blake JA , et al. Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. Nat Genet. 2000;25:25‐29.1080265110.1038/75556PMC3037419

[25] The Gene Ontology Consortium . Expansion of the Gene Ontology knowledgebase and resources. Nucleic Acids Res. 2017;45:D331‐D338.2789956710.1093/nar/gkw1108PMC5210579

[26] Kanehisa M , Furumichi M , Tanabe M , Sato Y , Morishima K . KEGG: new perspectives on genomes, pathways, diseases and drugs. Nucleic Acids Res. 2017;45:D353‐D361.2789966210.1093/nar/gkw1092PMC5210567

[27] da Huang W , Sherman BT , Lempicki RA . Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc. 2009;4:44‐57.1913195610.1038/nprot.2008.211

[28] da Huang W , Sherman BT , Lempicki RA . Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res. 2009;37:5415‐13.10.1093/nar/gkn923PMC261562919033363

[29] Wang Y , Klijn JG , Zhang Y , et al. Gene‐expression profiles to predict distant metastasis of lymph‐node‐negative primary breast cancer. Lancet. 2005;365:671‐679.1572147210.1016/S0140-6736(05)17947-1

[30] Minn AJ , Gupta GP , Padua D , et al. Lung metastasis genes couple breast tumor size and metastatic spread. Proc Natl Acad Sci U S A. 2007;104:6740‐6745.1742046810.1073/pnas.0701138104PMC1871856

[31] Shannon P , Markiel A , Ozier O , et al. Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res. 2003;13:2498‐2504.1459765810.1101/gr.1239303PMC403769

[32] Gavin AC , Bosche M , Krause R , et al. Functional organization of the yeast proteome by systematic analysis of protein complexes. Nature. 2002;415:141‐147.1180582610.1038/415141a

[33] Suzuki A , Makinoshima H , Wakaguri H , et al. Aberrant transcriptional regulations in cancers: genome, transcriptome and epigenome analysis of lung adenocarcinoma cell lines. Nucleic Acids Res. 2014;42:13557‐13572.2537833210.1093/nar/gku885PMC4267666

[34] Marcucci F , Rumio C , Corti A . Tumor cell‐associated immune checkpoint molecules ‐ drivers of malignancy and stemness. Biochim Biophys Acta Rev Cancer. 2017;1868:571‐583.2905653910.1016/j.bbcan.2017.10.006

[35] Jacobs J , Deschoolmeester V , Zwaenepoel K , et al. CD70: an emerging target in cancer immunotherapy. Pharmacol Ther. 2015;155:5415‐10.10.1016/j.pharmthera.2015.07.00726213107

[36] Matsumoto Y , Itou J , Sato F , Toi M . SALL4 ‐ KHDRBS3 network enhances stemness by modulating CD44 splicing in basal‐like breast cancer. Cancer Med. 2018;7:454‐462.2935639910.1002/cam4.1296PMC5806117

[37] Yu W , Huang C , Wang Q , et al. MEF2 transcription factors promotes EMT and invasiveness of hepatocellular carcinoma through TGF‐beta1 autoregulation circuitry. Tumour Biol. 2014;35:10943‐10951.2508709610.1007/s13277-014-2403-1

[38] Venkatesh H , Monje M . Neuronal activity in ontogeny and oncology. Trends Cancer. 2017;3:89‐112.2871844810.1016/j.trecan.2016.12.008PMC5518622

[39] Wang SM , Tie J , Wang WL , et al. POU2F2‐oriented network promotes human gastric cancer metastasis. Gut. 2016;65:1427‐1438.2601921310.1136/gutjnl-2014-308932PMC5036257

[40] Marin‐Muller C , Li D , Bharadwaj U , et al. A tumorigenic factor interactome connected through tumor suppressor microRNA‐198 in human pancreatic cancer. Clin Cancer Res. 2013;19:5901‐5913.2398997910.1158/1078-0432.CCR-12-3776PMC3920728

[41] Wang X , Sun D , Tai J , et al. TFAP2C promotes stemness and chemotherapeutic resistance in colorectal cancer via inactivating hippo signaling pathway. J Exp Clin Cancer Res. 2018;37:27.2943971410.1186/s13046-018-0683-9PMC5812206

[42] Kang J , Kim W , Lee S , et al. TFAP2C promotes lung tumorigenesis and aggressiveness through miR‐183‐ and miR‐33a‐mediated cell cycle regulation. Oncogene. 2017;36:1585‐1596.2759393610.1038/onc.2016.328

[43] Perreault AA , Sprunger DM , Venters BJ . Epigenetic and transcriptional profiling of triple negative breast cancer. Sci Data. 2019;6:190033.3083526010.1038/sdata.2019.33PMC6400101

[44] Dawson MA , Kouzarides T . Cancer epigenetics: from mechanism to therapy. Cell. 2012;150:12‐27.2277021210.1016/j.cell.2012.06.013

[45] Brien GL , Valerio DG , Armstrong SA . Exploiting the epigenome to control cancer‐promoting gene‐expression programs. Cancer Cell. 2016;29:464‐476.2707070110.1016/j.ccell.2016.03.007PMC4889129

[46] Srivastava RK , Kurzrock R , Shankar S . MS‐275 sensitizes TRAIL‐resistant breast cancer cells, inhibits angiogenesis and metastasis, and reverses epithelial‐mesenchymal transition in vivo. Mol Cancer Ther. 2010;9:3254‐3266.2104138310.1158/1535-7163.MCT-10-0582

[47] Shah P , Gau Y , Sabnis G . Histone deacetylase inhibitor entinostat reverses epithelial to mesenchymal transition of breast cancer cells by reversing the repression of E‐cadherin. Breast Cancer Res Treat. 2014;143:99‐111.2430597710.1007/s10549-013-2784-7

[48] Schech A , Kazi A , Yu S , Shah P , Sabnis G . Histone deacetylase inhibitor entinostat inhibits tumor‐initiating cells in triple‐negative breast cancer cells. Mol Cancer Ther. 2015;14:1848‐1857.2603778110.1158/1535-7163.MCT-14-0778

[49] Shin HY . Targeting super‐enhancers for disease treatment and diagnosis. Mol Cells. 2018;41:506‐514.2975447610.14348/molcells.2018.2297PMC6030247

# Supplementary material for: Comprehensive epigenetic analyses reveal master regulators driving lung metastasis of breast cancer
**Source:** J Cell Mol Med. 2019 Jun 19;23(8):5415–31. doi: 10.1111/jcmm.14424
**Supplement:** Supplementary file 2

**Table S1. Antibodies for ChIP-Seq and Western Blot**

| Antibodies | Source | Identifier |
| --- | --- | --- |
| anti-H3K4me3 | Abcam | Cat# ab8580 |
| anti-H3K4me1 | Abcam | Cat# ab8895 |
| anti-H3K27me3 | Abcam | Cat# ab6002 |
| anti-H3K9me3 | Abcam | Cat# ab8898 |
| anti-H3K27ac | Abcam | Cat# ab4729 |
| anti-Pol-II | Abcam | Cat# ab5131 |
| anti-LMO4 | Abcam | Cat# ab131030 |
| IgG | Abcam | Cat# ab46540 |
| β-Actin | Cell Signaling Technology | Cat# 8457 |

**Table S2. qPCR primer sequences**

| Gene | Forward Seq | | Reverse Seq | Comments |
| --- | --- | --- | --- | --- |
| GOS2 | CCTCCTCTGTCCAGCTCTTAC | CGCAAACCACACGTCTTCC | | qPCR |
| KHDRBS3 | TTCCAGTGGTTCGAGGGAAAC | CTCGTGGTACTACAACTCCAAC | | qPCR |
| ADM | ATGAAGCTGGTTTCCGTCG | GACATCCGCAGTTCCCTCTT | | qPCR |
| AKAP12 | GAGATGGCTACTAAGTCAGCGG | CAGTGGGTTGTGTTAGCTCTTC | | qPCR |
| DMKN | AAGGGACCAGAGAAGCAGTTG | GCCCAGTGTTTCCCAGAGC | | qPCR |
| CHSY1 | CTGGGCACCACGGAAGAAAT | GGCACCATTCTCCGAAGCA | | qPCR |
| CLMP | TCCTACTATGTTGGAACCTTGGG | CGGTGAGCAGCCATTCAATATC | | qPCR |
| MEF2A | ACTACAGACCTCACAGTGCCA | GCCTAAGCTATTTGCACCAGT | | qPCR |
| GALNT6 | ACAGCGTCCTACACACCAC | CTTCTCCTTTAGGTGCTCCTCT | | qPCR |
| IL1B | ATGATGGCTTATTACAGTGGCAA | GTCGGAGATTCGTAGCTGGA | | qPCR |
| LEF1 | TGCCAAATATGAATAACGACCCA | GAGAAAAGTGCTCGTCACTGT | | qPCR |
| NOTCH1 | GAGGCGTGGCAGACTATGC | CTTGTACTCCGTCAGCGTGA | | qPCR |
| SMAD3 | TGGACGCAGGTTCTCCAAAC | CCGGCTCGCAGTAGGTAAC | | qPCR |
| SMAD2 | CCGACACACCGAGATCCTAAC | GAGGTGGCGTTTCTGGAATATAA | | qPCR |
| TGFB2 | CAGCACACTCGATATGGACCA | CCTCGGGCTCAGGATAGTCT | | qPCR |
| STRAP | GCGACCCGTGGTTGATTTG | TGGCGTAGCATAGGTTTACCAT | | qPCR |
| SMAD4 | CTCATGTGATCTATGCCCGTC | AGGTGATACAACTCGTTCGTAGT | | qPCR |
| FOXA2 | GGAGCAGCTACTATGCAGAGC | CGTGTTCATGCCGTTCATCC | | qPCR |
| LMO4 | AAGATTGCGGACCGCTTTCT | CTGCAAAGGATCATGCCACTT | | qPCR |
| GAPDH | GCCCAATACGACCAAATCC | AGCCACATCGCTCAGACAC | | qPCR |

**Table S3. RNA-Seq data summary**

| Cell types | Replicate | Aligned paired-reads | Read-length |
| --- | --- | --- | --- |
| MDA-MB-231 | 1 | 42,999,878 | 150 |
| MDA-MB-231 | 2 | 55,501,695 | 150 |
| LM2-4175 | 1 | 52,716,411 | 150 |
| LM2-4175 | 2 | 54,417,675 | 150 |

**Table S4. ChIP-Seq data summary**

|  | MDA-MB-231 | | | LM2-4175 | | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **Read Count** | **Read length** | **Peaks** | **Read**  **count** | **Read length** | **Peaks** |
| H3K4me3 | 20,892,290 | 50 | 20,744 | 19,630,714 | 50 | 16,186 |
| H3K4me1 | 16,264,890 | 50 | 60,125 | 25,082,100 | 50 | 29,484 |
| H3K9me3 | 22,897,358 | 50 | 5,247 | 14,394,961 | 50 | 15,454 |
| H3K27me3 | 10,847,959 | 50 | 69,868 | 21,145,895 | 50 | 21,936 |
| H3K27Ac | 22,506,812 | 50 | 24,879 | 22,245,972 | 50 | 31,453 |
| Input | 19,445,467 | 50 | 0 | 7,244,053 | 50 | 0 |
| Pol-II | 15,184,203 | 50 | 10,723 | 28,935,209 | 50 | 14,811 |

**Table S7. The number of overlapped peaks and top-expressed genes between HCC1806 and MDA-MB-231/LM2-4175 cell lines**

|  | MDA-MB-231 | LM2-4175 |
| --- | --- | --- |
| H3K4me3 | 16,810 | 14,957 |
| H3K4me1 | 45,906 | 11,106 |
| H3K27me3 | 54,318 | 19,627 |
| H3K27Ac | 23,902 | 25,828 |
| Pol-II | 9,756 | 12,226 |
| Top 2000 expressed genes | 424 | 430 |

# Supplementary material for: Comprehensive epigenetic analyses reveal master regulators driving lung metastasis of breast cancer
**Source:** J Cell Mol Med. 2019 Jun 19;23(8):5415–31. doi: 10.1111/jcmm.14424
**Supplement:** Supplementary file 5

*Quantitative real-time PCR*

Total RNA was extracted from LM2-4175 cells with an RNeasy Mini Kit (Qiagen). Equal amounts of RNA were converted to cDNA and amplified with PrimeScript™RT reagent Kit (TaKaRa) according to the manufacturer's protocol. qRT-PCR was performed on the ABI Prism 7900HT Sequence Detection System (Applied Biosystems, Foster City, CA, USA) with the SYBR Green PCR master mix (Toyobo, Osaka, Japan). Sequences of the primer were shown in Supplementary Table S6. 

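The primer sequences are listed in Table S2 of the supplement and were matched to the GENCODE 44 transcripts on GRCh37. Of 20 pairs, 19 match a transcript of their own gene, with products of 66 to 296 bases. The forward and reverse primers of GAPDH are listed in the opposite order. The SMAD4 pair also matches the overlapping gene ENSG00000267699 with a product of the same 146 bases. The pair listed as GOS2 matches no transcript. Each of its primers has 1 match in the genome, and as a pair they match once, on chromosome 1 from 209846590 to 209846757, a stretch of 168 bases inside the lncRNA gene HSD11B1-AS1 but outside its annotated exons, which ends 1999 bases before the start of G0S2 (209848757 to 209849735, plus strand).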

Fold changes were calculated with the comparative Ct (2^−ΔΔCt^) method and normalized to the endogenous control GAPDH.

*Western blot analysis*

For western blot assays, LM2-4175 cells were harvested and washed three times with cold PBS. Cells were lysed with RIPA lysis buffer and centrifuged for 30 min. The supernatants were separated by SDS-PAGE and transferred onto polyvinylidene fluoride (PVDF) membrane (Merck Millipore, Billerica, MA, USA). Membranes were incubated with corresponding primary and secondary antibodies. The protein signals were tested with a New-SUPER ECL Substrate Kit (Keygen Biotech, Nanjing, China). The antibodies were listed in Supplementary Table S5.

*RNA-mediated interference*

The specific sequences of small interfering RNAs (siRNAs) targeting LMO4 were designed and synthesized by GenePharma (Shanghai, China). 

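LMO4 (ENSG00000143013) lies on chromosome 1 of GRCh37 from 87794563 to 87814606 on the plus strand, and no exon of another gene overlaps its exons. Both siRNAs have a sense sequence of 21 bases that matches transcripts of LMO4 and of no other gene. The sequence of si-LMO4-1, GAATTCACTTCAGAGCAATCC, lies from 87805846 to 87805866, in the coding part of exon 4. The sequence of si-LMO4-2, CCCGCATTTATTGGTGTATTA, lies from 87810629 to 87810649 in exon 5, in the 3′ UTR. The negative control sequence of 19 bases, TTCTCCGAACGTGTCACGT, matches no transcript of the annotation. Only matches without a mismatch were searched. RNA-Seq of cells treated with these siRNAs was not analysed here.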

Cells were transfected with siRNAs using Lipofectamine® RNAiMAX Reagent (Invitrogen) for 48h according to the manufacturer's instructions. Western blotting and RT-PCR analysis were conducted to determine the siRNAs of knockdown efficiencies. Sequences of siRNAs were shown as follows:

si-LMO4-1: 5’-GAATTCACTTCAGAGCAATCC-3’

si-LMO4-2: 5’-CCCGCATTTATTGGTGTATTA-3’

Negative control siRNA: 5’-TTCTCCGAACGTGTCACGT-3’.

*Cell migration assay*

For the cell migration assays, the upper chamber of 24-well plates were seeded with 1 × 10^4^ LM2-4175 cells in 200μL serum-free DMEM medium per well. 600μl of the 10% FBS medium was filled in the lower chambers. After the cells were incubated for 24 h, the upper membrane was washed three times with PBS, and the remaining cells on the upper filter surface were removed by a cotton swab. After chambers fixed by 10% formalin for 10 min and stained with 0.1% crystal violet, the stained cells were randomly counted in five predetermined fields under the microscope (Olympus CKX41 fluorescence microscope, Melville, NY, USA) at 200 x magnification.

How the deposited data were processed for this re-analysis (not part of the article)

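RNA-Seq of MDA-MB-231 and of the lung-metastatic cell line of the same origin, named LM2 in the authors' table, was analysed, with 2 libraries per cell line and 4 in all. The authors extracted total RNA, prepared the libraries with the TruSeq kit, sequenced paired reads of 150 bases, aligned them to hg19 with TopHat 2.0 and default parameters, and quantified GENCODE 19 genes with Cufflinks. The deposited table gives for each of 57815 genes and each cell line the FPKM that the authors computed, a lower and an upper bound and a status. The libraries of a cell line are combined in 1 value, so no value per library was examined. The paper's text does not state how library sizes were normalized, whether strand was used in counting, or whether the bounds cover the spread between libraries. For all genes the bounds lie at equal distances from the FPKM unless the lower bound is 0. The ChIP-Seq, MCF-7, patient and siRNA knockdown data were not analysed here.

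The paper's Table S3 gives 98501573 aligned read pairs for the MDA-MB-231 libraries together and 107134086 for the LM2 libraries together. How many of these were counted on genes is not known from the table. An FPKM of at least 1 was listed for 12528 genes in MDA-MB-231 and 12689 genes in LM2, and 31175 genes were listed at 0 in both. The 10 highest genes held 7.35% of the FPKM sum in MDA-MB-231 and 9.12% in LM2, and genes with exons under 200 bases held 1.04% and 2.26%. The precision was read from the bounds, which are widest for low genes. An exact 0 in the table can be a failed estimate where the status is other than OK, because EEF1A1, a gene that all cells use, is listed so. Whether a 0 with a status of OK can be one too was not tested. Genes at 0 are therefore only said to be listed at 0.

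Changes were calculated as the log2 ratio of FPKM + 1, in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and drawn with Matplotlib 3.10.9. Genes with a status of OK in both cell lines and a mean FPKM of at least 0.5 were tested. The analysis had been designed as limma on the libraries, with adjusted p-values, a permutation test for the genes of Fig. 4A and camera for gene lists, and none of these could be run on 1 value per cell line. They were replaced after the table had been seen. A gene was called where its change was at least 1.5-fold and the bounds did not overlap, which compares these pooled libraries and not replicates of a condition. Other rules were tried after the table had been seen. These were the fold alone, the bounds alone, a difference over 1.96 standard errors (the unadjusted test on the standard errors), and a test on the standard errors adjusted over all genes. The 4 rules were also tried on the ratio without a pseudocount, there without the filter and at a mean of at least 0.5, 1 and 5 FPKM. The standard error was taken as the distance to the upper bound divided by 2. Where the paper prints a fold change, the ratio of FPKM without a pseudocount was used. The q-values of the paper were not used here.

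The gene lists printed in the text, Figures 3E, 4A, 4B, 5A, 5C, 7C and 7D and Table S6 were copied by hand, and the states in Fig. 4A were read by eye. Named are the genes that the paper's text names as different, the members of printed lists that were not called in the printed direction, the 3 largest changes each way where a list gives no direction, the 5 largest increases and decreases called, and at most 5 genes of each further list. Other genes named were chosen after their values were seen. The values of 1 gene of the printed lists are not reported here. The further lists were written from general knowledge before the table was seen. They hold H3K4 methyltransferases, H3K4 and H3K36 demethylases, histone acetyltransferases, histone deacetylases, lung metastasis genes, NF-kB targets, interferon-stimulated genes, hypoxia genes, cell cycle genes, sterol synthesis genes, mesenchymal genes, epithelial genes, lung epithelium genes, replication-dependent histone genes and mitochondrially encoded genes. For each, the percentile of its median log2 fold change among 10000 random lists of the same size matched on mean expression is given as a description of these libraries. A list of 14 white blood cell genes was written later.

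Positions, types, GC content and exon overlaps were taken from GENCODE 44 on GRCh37, to which 55535 genes were matched by Ensembl ID and 2280 were not. Because the counting is not stated to use strand, overlaps on either strand are given. Along each chromosome, running medians of 25 protein-coding genes were compared with 1000 shuffled orders of 12069 genes, and stretches beyond the limit that 95% of shuffled orders stayed under (0.49 from the median of all genes) were joined into 17 blocks. Primer and siRNA sequences were matched to transcripts and to the genome without mismatches.

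The steps were tested on simulated data. The call with bounds recovered 83.9% of genes set 4-fold lower, 29.4% of genes set 2-fold lower, 45.5% of genes set 2-fold higher and 67.4% of genes set 4-fold higher. A difference over 1.96 standard errors recovered 69.6% of the changed genes and called 2.01% of the unchanged genes, and the fold alone recovered 82.7% and called 16.88%. A block of 100 genes shifted by 0.7 was found in 20 of 20 simulated orders, with 1 block found elsewhere. Of 700 shuffled lists, 4.9% lay outside the middle 95% of random lists.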

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

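The tests on GC content, gene length and lncRNA genes in this part were set before their results were seen. All other tests of an explanation were chosen only after the result was seen. Apart from the white blood cell genes, the lists from general knowledge were written before the table was seen. The results below are in genes or lists that the paper does not discuss as such, and they were picked by a rule written after their values were known. Each compares 1 combined value per cell line, so differences between cultures or library preparations remain open for all of them, untested. LM2 is the lung-metastatic cell line.

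CSF3 was the protein-coding gene with the largest increase, from 1.15 FPKM in MDA-MB-231 to 831 FPKM in LM2. A difference in scaling is argued against, since the log2 fold change of CSF3 was 8.62 with the medians of the cell lines made equal. White blood cells in the LM2 culture would bring all their abundant transcripts. The median of 14 white blood cell genes was 0.147 FPKM in LM2 and 0.878 FPKM in MDA-MB-231. In LM2, 9 of them were under 0.5 FPKM, which argues against many such cells. Some of these genes had high values in both cell lines, with CD74 at 280.7 FPKM in MDA-MB-231 and 219.7 FPKM in LM2, LAPTM5 at 32.06 and 110 FPKM and SRGN at 67.33 and 415.9 FPKM. LAPTM5 and SRGN were higher in LM2, and whether the cell lines themselves express them was not tested. A difference between the cell lines in cytokine expression remains open as a hypothesis.

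The list of 18 NF-kB targets tested had a median log2 fold change of 1.55, above all of the random lists matched on expression (percentile 100). Of the 18 genes, 13 were called higher and none lower. IL8 (7.748 to 338.2 FPKM), CXCL1, IL6, CXCL3 and CSF2 rose most. The list shares CXCL1 with the lung metastasis genes, and the paper itself names CXCL1, ICAM1, IL6, NFKB1, NFKB2 and NFKBIA. Scaling is argued against by a median of 1.57 with the medians of the cell lines made equal. GC content and length are argued against by a percentile of 100 among lists matched on them as well, whose median was -0.09 for the 17 genes with a value. NFKBIA and the cytokines are targets of the same pathway, so higher NF-kB activity in LM2 may be a candidate explanation, which the design cannot part from a difference in culture.

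The 15 lung metastasis genes had a median of 2.44, also above all of the random lists, with 10 called higher and 2 lower. IL13RA2, PTGS2, CXCL1, MMP1 and SPARC rose most, and ID1 and NEDD9 were the 2 called lower. The list was written from general knowledge of metastasis to the lung in this cell model, so it is not independent of how LM2 was characterised, and the paper names CXCL1, EREG, FSCN1 and PTGS2. The median was 2.47 with equal medians and the percentile 100 with GC content and length matched (median of the matched lists -0.07), which argues against scaling, GC content and length as the whole cause.

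The 13 mitochondrially encoded genes had a median of 0.31, at the 99.98 percentile of the random lists, and 12 of them were higher in LM2. MT-ND3 was lower, and MT-ND6 alone was called. With quantile normalization the median was again 0.31 (percentile 99.86), which argues against scaling as the whole cause. The transcripts are few and made together from 1 genome, so a small difference in mitochondrial RNA content, whether from the cells or from the library preparation, may move all of them, and this was not tested.

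A block on chromosome 15 from 74630100 to 102264676 held 132 protein-coding genes with a median log2 fold change of 0.71, and its most extreme running median was 1.00. Chance clustering is argued against, because no running median in 1000 shuffled orders lay more than 0.57 from the median of all genes. The block had a median of 0.74 with the medians of the cell lines made equal, which argues against scaling. Genes elsewhere with the same GC content had a median of -0.05, which argues against GC content. As 95.5% of the genes lay above the median of all genes, a few strongly changed genes are argued against too. A gain in copies of the region, or a change in chromatin across it, may raise all of its genes. Its 10 protein-coding genes of 0.1 to 0.5 FPKM had a median log2 ratio of 0.86, with 8 of them on the side of the block, as either would give. In the 15 blocks other than this and that on the short arm of chromosome X, such genes were on the side of their block in 24 of 47 cases. The lncRNA genes of those 15 blocks were on the side of their block in 16 of 21 cases. In the block on chromosome 15 only 3 lncRNA genes could be used (median 0.76), so they cannot decide. A gain in copies and a change in chromatin cannot be told apart without DNA data. The block holds MEF2A, CHSY1, BLM, FURIN, MESP1, NR2F2 and ULK3, which the paper names.

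MIR4461 had the highest FPKM in LM2, 2870, of all genes listed at 0 in MDA-MB-231. Its bounds in LM2 ran from 0 to 26180, so the difference was not called. Of the 74 bases of the gene (chromosome 5, 134263729 to 134263802), 70 are identical to the mitochondrial genome from 10684 to 10757 on the minus strand (94.6%). Its own transcripts and reads of mitochondrial origin cannot be told apart, since the table gives no alignments. Whether the 0 in MDA-MB-231 is a failed estimate is not known.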

How the results depend on the processing

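The rule for a call and the alternatives that drop or replace the bounds were chosen only after the result was seen. For the calls, the alternatives of pseudocount, filter, scaling, gene type and fold were chosen before the data were examined. For the percentiles of the gene lists, the alternatives of scaling were chosen after the data were seen. The same holds for quantile normalization of the Fig. 4A genes. No paired analysis was possible because the table holds 1 value per cell line in which the libraries are combined, so the replicate numbers carry no values. For the same reason, leaving out each library, the replicate block, the trended, untrended or robust fits of limma, its test against a fold threshold, an adjusted p alone, libraries without overlap, geometric means, fry and camera with an estimated correlation were not run. In place of the planned test, the bounds decide the calls.

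The 649 higher and 641 lower genes were 660 and 646 with a pseudocount of 0.1, 689 and 667 without the filter, 564 and 597 at a mean FPKM of at least 1, 687 and 596 with equal medians, 663 and 616 with quantile normalization, and 735 and 547 as TPM. Of these, 13 of the 687 and 7 of the 616 are void, because the bounds that decide them are both listed at 0 and only the shift or the ranking parts them. A mean FPKM of at least 5 left 321 higher and 443 lower genes, because fewer genes are tested, and a fold threshold of 2 left 450 and 403. Of the alternatives chosen after the data were seen, the fold without the bounds gave 1434 and 1640, the unadjusted test on the standard errors gave 979 and 1169, the adjusted test on the standard errors 683 and 706, and the bounds without a fold 660 and 646. Without a pseudocount, the adjusted test gave 593 and 626, the unadjusted test 1006 and 1195 and the fold alone 1969 and 2157, or 7954 and 6140 without the filter. The median log2 fold change of all tested genes was -0.04 as deposited, 0.03 as TPM and -0.01 with quantile normalization.

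Of 160 genes followed one by one, 45 were added after their values were seen, so that those named in the text are covered. Under the alternatives tabulated per gene that tested them, 158 kept their direction, and 135 kept their call under those chosen beforehand. A mean FPKM of at least 5 tested 141 of them, protein-coding genes only 149, and 159 were tested at a mean of at least 1. SH3GLB1 (-0.05) went to 0.03 as TPM and 0.07 with quantile normalization, and HS2ST1 (-0.07) to 0.01 as TPM. At a fold of 2, ATF4, BUB1, CEBPG, CTDP1, FOXQ1, HOXB9, JUN, NFKBIA, POLA1, SLC2A1, SPDEF, TTC26, ULK3, ZBTB33 and ZIC2 were not called. As TPM, BUB1, CTDP1, GTF2I, POLA1, SPDEF and TTC26 were not called, with quantile normalization BUB1, GTF2I, KRT18 and POLA1, and with equal medians GTF2I and SPDEF. FOXP1 and SFTA1P were called in addition with quantile normalization and as TPM, DIEXF and KLF13 as TPM, NOTCH1 with quantile normalization and MIR4461 with equal medians, where only the shift parts its bounds of 0. Without the bounds 28 more of these genes were called, with the unadjusted test 22 more, and with the adjusted test 1 more, NOTCH1.

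Of the 2 lincRNAs, 0 were called, but 1 with quantile normalization and 1 as TPM, and 2 without the bounds and 2 with the unadjusted test. Among the 3 genes with an activated promoter, 1 was called at a mean FPKM of at least 5, because the other 2 were not tested. For the factors of Fig. 5A, 8 were called, against 5 at a fold of 2, 15 without the bounds and 13 with the unadjusted test. Of those in promoters specific to LM2, 7 were called, against 11 without the bounds and 10 with the unadjusted test. Fewer were called with equal medians (6), at a fold of 2 (5) and at a mean FPKM of at least 5 (5). For Fig. 5C, 14 became 28 without the bounds and 24 with the unadjusted test, and 11 at a fold of 2 or a mean FPKM of at least 5. The cause was not tested, apart from the rules themselves being less strict without the bounds.

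The ratio of PTGS2 fell from 101.1 to 32.29 with a pseudocount of 1, because its value in MDA-MB-231 is under 1 FPKM. Pearson's r between the cell lines was 0.944, 0.977 without the filter and 0.916 with a pseudocount of 0.1, and Spearman's rho was 0.943 and without the filter 0.934. Group 1 of the expression groups started at 48.4 FPKM in MDA-MB-231 and 42.4 FPKM in LM2 when only genes above 0 were ranked, because fewer genes are ranked. The median of the Fig. 4A genes with an activated promoter and a gained enhancer lay 2.74 above the other genes, 3.34 with a pseudocount of 0.1 and 2.41 as means. The mesenchymal genes lay at the 95.63 percentile, and at 98.44 with quantile normalization, an alternative chosen after the data were seen whose effect has no tested cause.

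The bounds were wider for low genes, but the share called was not lower. Between 0.5 and 1 FPKM, 85 of 1179 genes were called higher and 44 lower (10.9%), with upper bounds 90.4% above the FPKM in LM2, and above 100 FPKM 28 of 986 were called higher and 52 lower (8.1%), with bounds 26.2% above.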

Differences from the paper's values

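The rule for a call in this part was chosen only after the table was seen. The paper reports 1441 genes higher, 1361 genes lower and 2802 genes in all, against 649 higher, 641 lower and 1290 in all here. None of the alternatives set before the data were examined closed the gap. Closest among them were the values without a filter, 689 higher and 667 lower, and as TPM, 735 higher and 547 lower. The fold of 1.5 without the bounds gave 1434 higher, 1640 lower and 3074 in all, and the unadjusted test on the standard errors gave 979 higher, 1169 lower and 2148 in all. Both come within 1.5 times of the paper's counts and were chosen after seeing the values. The adjusted test on the standard errors (683 higher, 706 lower) and the bounds without a fold (660 and 646), chosen after seeing the values as well, did not. Rules on the ratio without a pseudocount, also chosen after seeing the values, came within 1.5 times in 3 cases. These were the unadjusted test with the filter (1006 higher, 1195 lower) and without it (1122 and 1279), and the fold alone at a mean FPKM of at least 1 (1571 and 1849).

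The fold changes that the paper prints for single genes differed from the ratios here by less than 1.5 times. As TPM, an alternative set before the data were examined, the ratios of 7 of the 9 genes came closer to the paper's. They were 107.0 for PTGS2 (paper 106.11, as deposited 101.1), 20.0 for MSI2 (19.83, 18.9), 3.114 for HDAC9 (3.09, 2.943), 2.47 for WFS1 (2.45, 2.334), 1.738 for SFTA1P (1.72, 1.642), 1.827 for LINC00973 (1.80, 1.727) and 1.44 for SETD7 (1.62, 1.361), while KDM2A with 0.7506 (0.62, 0.7094) and KAT5 with 0.7026 (0.64, 0.664) moved away. With a pseudocount of 1, also set before, the ratio of PTGS2 was 32.29 and that of MSI2 12.28, both more than 1.5 times below the paper's.

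The paper lists LMO4, LINC00973, SFTA1P, SETD7, KDM2A and KAT5 as changed, and none of the 6 was called here, though each changed in the direction that the paper gives. LMO4 (log2 fold change 0.63) and LINC00973 (0.76) were called by the fold without the bounds and by the unadjusted test, both chosen after seeing the values. SFTA1P (0.70) was called with quantile normalization and as TPM, and by the same later alternatives. SETD7 (0.43), KDM2A (-0.48) and KAT5 (-0.58) changed by less than 1.5-fold on the scale of FPKM + 1. SETD7 and KDM2A were called under no alternative, and KAT5 only by the fold alone without a pseudocount, chosen after seeing the values. FOXP1 (0.89), which the paper names among genes with a super-enhancer, was called with quantile normalization, as TPM and by the same later alternatives. Of the factors that Fig. 5A and Fig. 5C print as changed, 8 of 25 and 14 of 39 were called here. The fold without the bounds called 15 and 28 and the unadjusted test 13 and 24, both chosen after seeing the values, and KLF13 was called as TPM. The pair of primers printed for GOS2 has no match in a transcript, and its match in the genome ends 1999 bases before G0S2.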

Other observations

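The tests on GC content and length of the interferon-stimulated genes and on the lncRNA genes of chromosome X were set before their results were seen. All other tests of an explanation in this part were chosen only after the result was seen. The lists from general knowledge were written before the table was seen. LM2 is the lung-metastatic cell line, and a difference between cultures or library preparations remains open throughout, untested.

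The 20 interferon-stimulated genes had a median log2 fold change of -0.93, below all of the random lists matched on expression, with 8 called lower and none higher. IFI27, IFIT1, IFIT2, IFIT3 and OASL fell most. The median was -0.9 with the medians of the cell lines made equal, and the percentile was 0.0 among lists matched on GC content and length too (their median -0.04), which argues against scaling, GC content and length. Lower interferon signalling in LM2 remains open as a hypothesis.

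Among 11 epithelial genes the median was -1.24, below all of the random lists, and CLDN4, KRT19, KRT8, KRT18 and EPCAM were called lower. Of 13 mesenchymal genes (median 0.15, percentile 95.63), 3 were called higher and 4 lower, so this list went both ways. The 15 hypoxia genes had a median of -0.27 (percentile 4.8), with VEGFA (37.06 to 242.8 FPKM) and ADM (24.79 to 56.61 FPKM) called higher and SLC2A1 (181.5 to 95.46 FPKM) called lower, so this list went both ways too. The 14 sterol synthesis genes had a median of -0.19 (percentile 24.25).

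All 11 replication-dependent histone genes tested were lower in LM2, with a median of -1.26 and 7 called. Short length is argued against, because lists of other protein-coding genes matched on length and expression had a median of -0.09, and the 9 histone genes with a value lay at the 0.0 percentile of them. A lower share of dividing cells is a candidate explanation. The 15 cell cycle genes lay at the 1.08 percentile with a median of -0.38, and BUB1 alone was called. This is a smaller change than that of the histone genes and does not account for its size.

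Short RNAs were frequent among the largest changes, and 7 of the 25 largest increases called were genes with exons under 200 bases. All of these 7 were listed at 0 in MDA-MB-231 with bounds of 0 there, so the bounds do not test their change. Of the 61 genes with exons under 200 bases that were tested, 68.9% changed past 1.5-fold, against 21.9% of longer genes. An imprecise FPKM of genes shorter than a sequenced fragment and a true change cannot be told apart, since the upper bounds of the short genes lay 39.0% above the FPKM, no wider than the 42.0% of longer genes, and bounds from the same model need not cover an error of the length correction.

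A block on the short arm of chromosome X, from 2746863 to 48815648, held 114 protein-coding genes with a median of -0.66, of which 35 were called lower and 3 higher. Its most extreme running median was -0.92, and no shuffled order went more than 0.57 from the median of all genes, which argues against chance clustering. Its 13 genes of 0.1 to 0.5 FPKM had a median log2 ratio of -0.78, with 10 on the side of the block. Over all 17 blocks 42 of 70 such genes were on the side of their block. Without this block and that of chromosome 15 it was 24 of 47, so low genes did not follow their block in general. Most lncRNA genes did, with 22 of 31 on the side of their block over all blocks and 16 of 21 without the same blocks. In the block on the short arm of chromosome X, the 7 lncRNA genes that could be used (median -0.44, 4 of them lower) are too few. A loss in copies and a change in chromatin therefore cannot be told apart. The 228 genes after 58 Mb had a median of 0.37. A block on chromosome 18 from 33161081 to 78005397 had a median of -0.57 over 89 genes. Its 6 low-expressed genes had a median log2 ratio of 0.54, with 2 of them on the side of the block. Its 3 lncRNA genes were all on that side, with a median of -0.82, so these few genes went both ways. The block on chromosome 11 had a median of 0.00 and went both ways.

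SFTA1P was expressed in both cell lines. RNA from lung epithelial cells is argued against as its source, because the highest FPKM of 5 surfactant protein genes was 0.158, and only 2 of 15 lung epithelium genes had a mean FPKM of at least 0.5.

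For the genes of Fig. 4A, the hypothesis that the promoter state alone sets the direction is argued against, since the 6 genes with an activated promoter and a lost enhancer had a median of -0.95. The figure lists picked genes, so this holds for them only.

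The 18 genes of Fig. 3E were all higher in LM2, and 7 were called. The 9 genes of Fig. 7C were also all higher, by ratios of 2.28 to 8.18, and 8 were called, with GALNT6 the exception. Of the 9 genes of Fig. 7D, 5 were higher and 4 lower, and IL1B, LEF1 and FOXA2 were called. The copy of Table S6 pairs LMO4 with 0 of the 9 genes of Fig. 7C and 0 of the 9 genes of Fig. 7D. Whether the copy holds all pairs is not known, so this does not show that the study's network lacks them.

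Of the 4 genes that the paper names with a new super-enhancer in LM2, MEF2A, JUN and TGFBR2 were called higher. TGFBR2 went from 47.61 FPKM (authors' bounds 36.98 to 58.23) to 98.34 FPKM (76.08 to 120.6). FOXP1 had 15.61 FPKM (10.02 to 21.21) in MDA-MB-231 and 29.75 FPKM (20.24 to 39.26) in LM2, and was not called because the bounds overlap. Within 1 Mb of LMO4, 4 other protein-coding genes were tested, and none was called. ODF2L went from 19.09 to 30.13 FPKM, and SH3GLB1, SEP15 and HS2ST1, which lie between it and LMO4, changed by -0.05, 0.09 and -0.07 on the log2 scale.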
